# Zebrafish genetic model of neuromuscular degeneration associated with Atrogin-1 expression

**DOI:** 10.1371/journal.pgen.1012019

**Published:** 2026-01-09

**Authors:** Romain Menard, Elena Morin, Dexter Morse, Caroline Halluin, Marko Pende, Aissette Baanannou, Janelle Grendler, Heath Fuqua, Jijia Li, Laetitia Lancelot, Jessica Drent, Frédéric Bonnet, Joel H. Graber, Prayag Murawala, Cédric Dray, Jean-Philippe Pradère, James A. Coffman, Romain Madelaine

## Abstract

The degenerative loss of muscle associated with aging leading to muscular atrophy is called sarcopenia. Currently, practicing regular physical exercise is the only efficient way to delay sarcopenia onset. Identification of therapeutic targets to alleviate the symptoms of aging requires *in vivo* model organisms of accelerated muscle degeneration and atrophy. The zebrafish undergoes aging, with hallmarks including mitochondrial dysfunction, telomere shortening, and accumulation of senescent cells. However, zebrafish age slowly, and no specific zebrafish models of accelerated muscle atrophy associated with molecular events of aging are currently available. We have developed a new genetic tool to efficiently accelerate muscle-fiber degeneration and muscle-tissue atrophy in zebrafish larvae and adults. We used a gain-of-function strategy with a molecule that has been shown to be necessary and sufficient to induce muscle atrophy and a sarcopenia phenotype in mammals: Atrogin-1 (also named Fbxo32). We report the generation, validation, and characterization of a zebrafish genetic model of accelerated neuromuscular atrophy, the atrofish. We demonstrated that Atrogin-1 expression specifically in skeletal muscle tissue induces a muscle atrophic phenotype associated with locomotion dysfunction in both larvae and adult fish. We identified degradation of the myosin light chain as an event occurring prior to muscle-fiber degeneration. Biological processes associated with muscle aging such as proteolysis, inflammation, stress response, extracellular matrix (ECM) remodeling, and apoptosis are upregulated in the atrofish. Surprisingly, we observed a strong correlation between muscle-fiber degeneration and reduced numbers of neuromuscular junctions in the peripheral nervous system, as well as neuronal cell bodies in the spinal cord, suggesting that muscle atrophy could underly a neurodegenerative phenotype in the central nervous system. Finally, while atrofish larvae can recover locomotive functions, adult atrofish have impaired regenerative capacities, as is observed in mammals during muscle aging. In the future, the atrofish could serve as a platform for testing molecules aimed at treating or alleviating the symptoms of muscle aging, thereby opening new therapeutic avenues in the fight against sarcopenia.

## Author summary

As people grow older, muscles become weaker and dysfunctional, making everyday activities challenging. The gradual loss of muscle strength and mass is called sarcopenia, the age associated muscle atrophy, leading to frailty and increased risk of mortality. Today, the best way to slow the onset of sarcopenia is through regular physical exercise, but scientists are actively searching for new treatments that could one day help millions of people to live a longer healthy life.

To reach this goal we have modeled age associated muscle atrophy in zebrafish, an animal model sharing many genetic and physiological similarities with humans. In this study, we report the development, validation and functional characterization of a new zebrafish genetic model of muscle atrophy, the “atrofish” By expressing a molecule called Atrogin-1, already known to trigger muscle wasting in mammals, we found that this model of muscle aging develops muscle degeneration and swimming dysfunction early in life, but also show problems in their neurons and nerve connections in the central and peripheral nervous system respectively. This zebrafish genetic model could help uncover new ways to fight muscle aging and sarcopenia to keep people moving and healthy late in life.

## Introduction

Progress in biomedicine has allowed people to live longer; however, living longer does not always mean living a healthier life, as elderly people often suffer from age-related diseases. Such diseases include muscular atrophy, which is characterized by reduced muscle mass and function. The age-related degenerative loss of muscle that leads to muscular atrophy is called sarcopenia. Sarcopenia was recently recognized as a disease by the World Health Organization (WHO) [1]. It affects more than 60% of people over 80 years of age and results in mobility disorders and significantly increased risk of mortality. The etiology of sarcopenia is multifactorial, and its phenotype has been linked to mitochondrial dysfunction, chronic inflammation, cellular senescence, motoneuron degeneration, and a decline in muscle regenerative capacity [2–5].

Currently, the primary means of limiting the decline of skeletal muscle mass and delaying muscle atrophy onset is to engage in regular physical exercise. In healthy people, muscular activity increases muscle mass, and muscle injury activates the muscle stem cell population and a regenerative response [6]. Unfortunately, these hypertrophic and regenerative responses to physical training and muscle injury, respectively, are extremely limited in the elderly or under certain muscle dystrophy conditions [7]. Given the increasing age of the population worldwide and a projected life expectancy reaching ~78 years in 2050, there is a critical need to identify and characterize potential novel therapeutic candidates that will impede sarcopenia development in elderly individuals who lack the capacity for physical exercise or have inefficient hypertrophic and/or regenerative responses. Achieving this goal requires a better understanding of the molecular and cellular mechanisms underlying age-related muscle degeneration.

In turn, advances in research on muscle aging and identification of therapeutic targets to suppress the symptoms of aging require *in vivo* model organisms of accelerated muscle atrophy and degeneration. The zebrafish has become a widely used animal model for functional studies relevant to human muscle biology and disease [8,9]. Their advantages as a research platform include their small size; their transparency, which facilitates *in vivo* imaging; and the ease of genetic manipulation. The zebrafish has been used during the last 25 years as a valuable model system to study embryonic development and cellular regeneration. In addition, recently the zebrafish has been widely used as a model for studying the molecular and cellular mechanisms underlying aging [10–14]. Zebrafish, which have an average lifespan of approximately three years, harbor hallmarks of aging, notably mitochondrial dysfunction, telomere shortening, and protein oxidation. Also, as in mammals, aged zebrafish exhibit senescent-cell accumulation in various tissues. In addition, skeletal-muscle tissue of old (24-month-old) zebrafish shows symptoms of sarcopenia, including scoliosis, muscle mass reduction, and a decline in muscle regenerative capacity [13,15,16].

While natural aging is physiologically the most relevant model for studying age-related phenomena, development in zebrafish of a severe form of muscle atrophy resembling a sarcopenia phenotype usually requires at least three years, hindering time- and cost-efficient analyses. Although a zebrafish model of accelerated aging has been used to study telomerase-dependent aging, i.e., a mutant for the *tert* gene [10,12,15,16], which codes for a component of telomerase, this mutant may not be the proper model to study aging-associated muscle atrophy. Specifically, while muscle mass is reduced globally in the *tert* mutant, skeletal muscles, surprisingly, do not show increased senescence. This observation contrasts with induced senescence in other tissues of this mutant, suggesting that different telomerase-dependent mechanisms of aging may be involved in replicative versus non-replicative tissues such as skeletal muscles. It has been hypothesized that the sarcopenia-like phenotype in *tert* zebrafish could result from high levels of reactive oxygen species in muscles, the senescence-associated secretory phenotype observed in non-muscle tissues such as the gut, and/or poor nutritional state [12,14,16]. While zebrafish mutants and transgenics have been used to study myopathies and muscular dystrophies, no zebrafish models specific for the study of muscle atrophy and degeneration are currently available to study age-related loss of muscle mass and function [11]. Given the many advantages of zebrafish as a model organism, a zebrafish model of accelerated muscle atrophy and degeneration would be an extremely valuable resource.

As noted above, development of a disease resembling human sarcopenia in naturally aging zebrafish requires at least three years. Here, we report the generation, validation, and characterization of a zebrafish genetic model of accelerated muscle atrophy and degeneration that overcomes some of these limitations. This transgenic zebrafish, which we have named the atrofish, exhibits accelerated muscle-fiber degeneration and muscle-tissue atrophy. We developed this novel research tool using a gain-of-function strategy to overexpress a molecule previously shown to be necessary and sufficient to induce muscle atrophy and a sarcopenia phenotype in mice: Atrogin-1 (Atro1) [17–19]. Atrogin-1 is an E3 ubiquitin ligase involved in protein degradation, and dysregulation of its expression strongly affects muscle-tissue homeostasis [20]. Atrogin-1 shows increased expression in muscles during aging and is involved in sarcopenia onset [17–19], and has been identified as a genetic modifier of Duchenne muscular dystrophy in zebrafish [21]. Interestingly, both *atrogin-1* loss of function [21] and gain of function [17–19] lead to muscle-fiber degeneration, highlighting the delicately balanced regulation of proteolysis required to maintain muscle-tissue integrity. We hypothesized that recapitulating a molecular event that occurs during natural aging at the onset of sarcopenia, such as Atrogin-1 expression, would be an efficient and biologically relevant strategy for inducing muscle atrophy and degeneration.

We demonstrated that overexpression of Atrogin-1 specifically in skeletal-muscle tissue induces muscle-fiber degeneration and an atrophic phenotype associated with locomotion dysfunction in both larvae and adult zebrafish. In addition, analysis of gene expression by RNA-sequencing indicated that biological processes associated with muscle aging and/or degeneration such as proteolysis, inflammation, and the stress response are upregulated in the atrofish. We also identified myosin light-chain degradation as an event occurring prior to muscle-fiber degeneration in the atrofish. Further, we observed a strong correlation between muscle-fiber degeneration and reduced density of neuromuscular (NMJ) junctions in the peripheral nervous system, and also, surprisingly, degeneration of neuronal cell bodies in the spinal cord. This result raises the intriguing hypothesis that muscle atrophy could underlie a neurodegenerative phenotype in the central nervous system. We also demonstrated that locomotion impairment, neuromuscular degeneration, and associated phenotypes correlated with Atrogin-1 overexpression, are reversible in atrofish larvae. Finally, we validated the efficiency of this new genetic model to induce early muscle atrophy and degeneration in adult zebrafish and showed that reduced swimming performance correlated with this phenotype is not reversible. This observation suggests that the muscle regenerative process is impaired after chronic induction of Atrogin-1 expression and muscle degeneration, and supports the use of the atrofish as a model of accelerated muscle aging in young adult zebrafish.

In future studies, the atrofish could open new therapeutic avenues in the fight against neuromuscular degeneration or sarcopenia and be a valuable resource for the scientific community studying the molecular and cellular mechanisms of muscle atrophy, degeneration, and aging. In addition, the atrofish will be a cost-effective and efficient research platform for *in vivo* testing of therapeutic molecules designed to limit neuromuscular degeneration or promote tissue regeneration.

## Results and discussion

### Atrogin-1 expression in skeletal muscles induces muscle atrophy, degeneration, and dysfunction in zebrafish larvae

To recapitulate the overexpression of Atrogin-1 occurring during the onset of age-related muscle atrophy, we generated a set of unique genetic tools. First, we used Tol2 transgenesis [22] to establish two novel Cre/*lox* lines, i.e., *Tg*(*ubi:Lox-stop-Lox-atrogin1*) and *Tg*(*503unc*:*creERT2*), to express the Atrogin-1 protein specifically in skeletal-muscle tissue of zebrafish larvae or young adult zebrafish (*503unc* is a small, muscle-specific promoter [23]; *ubi* is an ubiquitous promoter [24]). We then validated the capacity of the *Tg*(*503unc*:*creERT2*) transgene to induce *loxP*-site recombination after addition of hydroxytamoxifen (4-OHT) and activation of the inducible Cre recombinase [25]. Results demonstrate that after 72 hours of 4-OHT treatment at 10µM, double-transgenic larvae, i.e., *Tg*(*ubi:Lox-egfp-Lox-mcherry*) [24] and *Tg*(*503unc*:*creERT2*), exhibit mCherry expression in trunk skeletal-muscle fibers at 6 days post-fertilization (dpf) (S1A in S1 Fig). This observation indicates that the creERT2 protein expressed under regulation of the *503unc* promoter induced efficient *loxP*-site recombination after 4-OHT treatment. We hypothesized that the use of the same strategy in *Tg*(*ubi:Lox-stop-Lox-atrogin1*) and *Tg*(*503unc*:*creERT2*) double-transgenic larvae (these double-transgenic fish are referred to hereafter as atrofish) would result in induction of muscle atrophy and muscle-fiber degeneration following Atrogin-1 expression. Using hybridization chain reaction fluorescent *in situ* (HCR RNA-FISH), we showed an increase in *atrogin-1* expression in trunk skeletal-muscle tissue after 48 hours of 4-OHT treatment (Fig 1A). Finally, following treatment of zebrafish larvae with 10µM 4-OHT for 72 hours, we observed an absence of muscle fibers in atrofish larvae at 6 dpf using birefringence analysis with polarized light, while the organization of skeletal muscles in control larvae (DMSO-treated atrofish larvae) is unaffected, with repeated series of v-shaped myotomes (Fig 1A).

**Fig 1:**
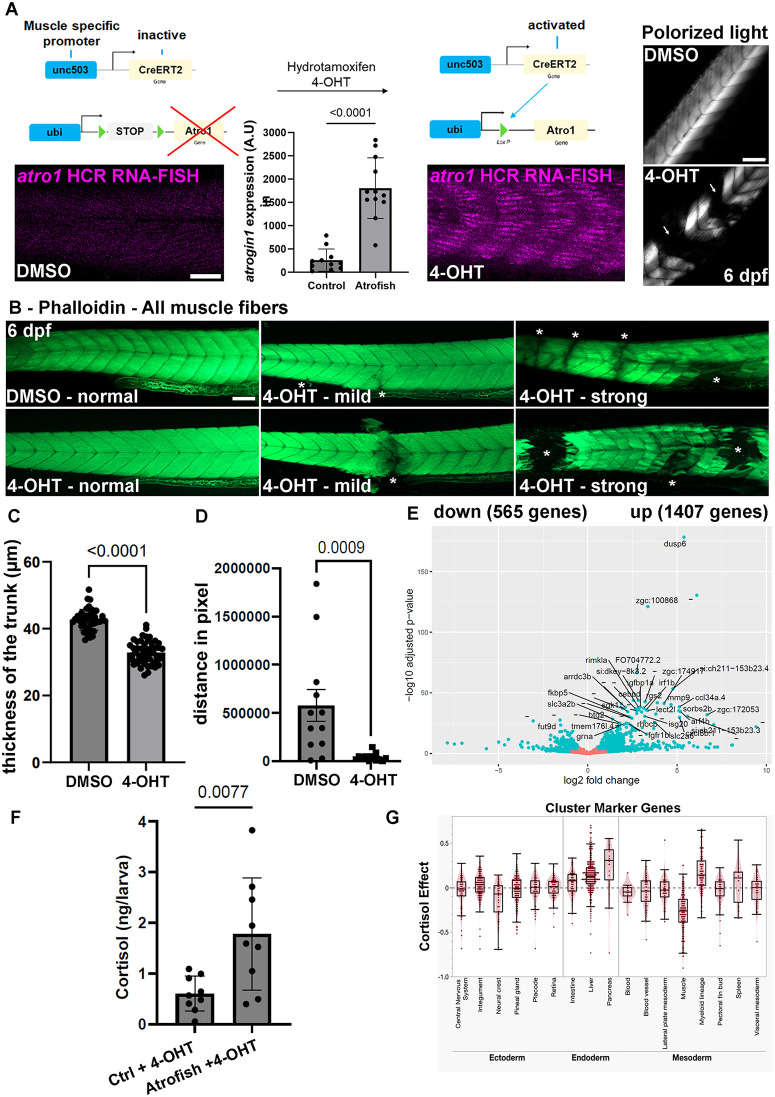
Muscle-specific Atrogin-1 expression leads to muscle atrophy and affects locomotor function in zebrafish larvae. **(A)** Schematic representation of the method used to express Atrogin-1 in muscle fibers using Tg(*503unc:creERT2*) and Tg(*ubi:Lox-stop-Lox-atrogin1*) transgenic lines (atrofish larvae). Efficient recombination of the *loxP* sites following 4-OHT treatment leads to Atrogin-1-overexpression-dependent muscle atrophy and degeneration, visualized by birefringence analysis using polarized light. Statistical significance is determined Mann-Whitney test. **(B)** Phalloidin incorporation in control and atrofish larvae after 72 hours of 4-OHT treatment reveals degenerative phenotypes in trunk skeletal-muscle tissue. Asterisk shows a site of muscle-fiber degeneration. **(C)** Quantification of muscle thickness in control (DMSO; n = 43) and atrofish (4-OHT; n = 51) larvae after 24 hours of 4-OHT treatment. Statistical significance is determined by t-test, two-tailed, unpaired. **(D)** Quantification of locomotor activity in control (DMSO; n = 12) and atrofish (4-OHT; n = 12) larvae for one hour after 24 hours of 4-OHT treatment. Statistical significance is determined by a Mann-Whitney test, two-tailed, unpaired. **(E)** Graphical representation of bulk RNAseq analysis and variation in gene-expression profiles in control (DMSO-treated) (n = 4; 50 larvae/sample) vs. atrofish (n = 4; 50 larvae/sample) after 24 hours of 4-OHT treatment. **(F)** Quantification of cortisol expression levels in control larvae (4-OHT-treated; n = 8 with 30 larvae/sample) and 4-OHT-treated atrofish larvae (n = 8 with 30 larvae/sample) larvae. Statistical significance is determined by t-test, two-tailed, unpaired. **(G)** Graphical representation of RNAseq analysis and variation in the cell populations based on gene-expression profiles in control vs. cortisol-treated. To map the effects of cortisol exposure to cell and tissue type, marker genes and cell types were identified within the clusters by matching the annotations from the full embryo atlas to the 5 dpf single-cell data (see method for details). Each differentially expressed gene is represented as a dot within the cluster. Error bars represent s.d. Scale bars: 100 μm.

To better characterize the effect of Atrogin-1 expression on trunk skeletal-muscle tissue homeostasis, we quantified the penetrance of the phenotype in atrofish larvae using phalloidin staining to label muscle fibers. We observed multiple phenotypes associated with *Atrogin-1* expression, ranging from normal phalloidin incorporation in muscle fibers (similar to controls: 32.35%); to mild defects, with muscle-fiber degeneration occurring in one site within the trunk (only one site of degeneration: 32.35%); to a strong atrophic phenotype, with large areas of muscle tissue missing in different regions along the dorso-ventral axis of the trunk (multiple sites of degeneration: 35.3%) (Fig 1B; 4-OHT at 10µM for 72 hours). Reduced duration of 4-OHT treatment correlates with a gradual reduction of the phalloidin-incorporation percentages associated with the mild and strong phenotypes; results show only 20.7% and 3.4% for the mild and strong phenotypes, respectively, after 24 hours of CreERT2 activation and Atrogin-1 expression (S1B in S1 Fig). In addition, after 24 hours of 4-OHT treatment between 5 and 6 dpf, we observed an overall reduction of trunk-muscle thickness by ~23% (Fig 1C), supporting the hypothesis of reduced muscle mass in atrofish larvae. Finally, to correlate muscle-fiber degeneration and muscle atrophy with reduced muscle function, we performed locomotion assays. Interestingly, we observed that after only one day of 4-OHT treatment, atrofish larvae show significantly reduced locomotor activity compared to DMSO-only-treated larvae carrying the *Tg*(*ubi:Lox-stop-Lox-atrogin1*) and *Tg*(*503unc*:*creERT2*) transgenes (Fig 1D), indicating that Atrogin-1 expression not only affects muscle-fiber survival but also underlies locomotion defects in zebrafish larvae.

Together, these results demonstrate that Atrogin-1 expression in zebrafish skeletal-muscle tissue is an efficient strategy to induce muscle-fiber degeneration and muscle dysfunction. These data support the atrofish as a potentially valuable genetic model for investigating the molecular and cellular mechanisms of muscle atrophy and associated locomotor dysfunction.

### Molecular pathways associated with muscle atrophy, degeneration, and aging are dysregulated in the atrofish.

To better characterize the molecular mechanisms involved in the atrophic phenotype, we performed a bulk RNA-sequencing gene-expression analysis during muscle degeneration in atrofish larvae. This analysis was conducted at 6 dpf using mRNA from double-transgenic larvae treated with either DMSO or 4-OHT between 5 and 6 dpf. 

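The comparison at 6 dpf rests on pools of about 50 larvae per sample, with 3 samples from DMSO-treated and 3 from 4-OHT-treated larvae. Treatment with 10 µM 4-hydroxytamoxifen (4-OHT) lasted 24 hours from 5 dpf. 4-OHT activates CreERT2, a form of Cre recombinase that 1 of the transgenes expresses in muscle. The recombinase removes the stop cassette upstream of the atrogin-1 open reading frame in the other transgene. The legend of Fig 1E gives 4 samples per group, while the deposited counts hold 3. The sample labels give WT as the genotype of the DMSO-treated samples and Sarco as that of the 4-OHT-treated samples, whereas the paper's text describes double-transgenic larvae in both groups.
The authors aligned the reads with HISAT2 to the GRCz11 assembly of the zebrafish genome, assembled unannotated features with StringTie and counted reads per feature with FeatureCounts. The deposited values are raw counts. They cover 37148 features, of which 31901 carry an Ensembl identifier and 5247 are unannotated. Of the unannotated features, 3492 lie on alternate-locus contigs, which hold a second version of parts of the genome. Total counts per sample lay between 29216009 and 32199930 in the DMSO-treated group (median 29732291) and between 30115996 and 32944166 in the 4-OHT-treated group (median 31189662).
Counts were normalized with the TMM factors of edgeR, and the groups were compared with edgeR's quasi-likelihood test. The test covered the 25619 features that passed edgeR's filter on low counts, with Benjamini-Hochberg adjustment over all of them. A feature is called upregulated or downregulated at an adjusted p of at most 0.05 and an absolute log2 fold change of at least 1. The paper's text names no fold-change limit, and all readable entries of S1 Table and S2 Table meet these limits. Levels are given as counts scaled to library size (CPM) with the SD over samples, and log2 fold changes with their standard error. With 3 samples per group the smallest p of a two-sided exact permutation test is 0.100, so that test cannot reach 0.05 for a single gene at this age.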

We identified a total of 1,972 genes that are significantly dysregulated following Atrogin-1 expression between 5 and 6 dpf. Among them, 1,407 genes are upregulated while 565 are downregulated (Fig 1E and S1 Table). 

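With these limits, edgeR called 1505 features in 4-OHT-treated larvae at 6 dpf. In each of them, all 4-OHT-treated samples lay on one side of all DMSO-treated samples. Of all features tested, 9301 (36.3%) were separated in this way, where chance gives 10%. At an unadjusted p of at most 0.05, 7437 features differed. Unannotated features made up 391 (26.0%) of the called ones, and 297 of these lay on alternate-locus contigs. The median log2 fold change of all features tested was 0.0055. The biological coefficient of variation was 31.1% among the 4-OHT-treated samples (n = 3) and 12.4% among the DMSO-treated samples (n = 3). DESeq2 called 1970 features, 1401 of them higher. With edgeR the number was 3064 without 4-OHT replicate 1 and 550 without DMSO replicate 1. It was 696 without DMSO replicate 2 and 663 without DMSO replicate 3.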

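Among the called features, 1156 (76.8%) were higher and 349 lower in 4-OHT-treated larvae. Without 4-OHT replicate 1, 1516 were higher and 1548 lower, and without DMSO replicate 1, 443 were higher and 107 lower. The gene with the smallest adjusted p was dusp6 (ENSDARG00000070914), which lies on chromosome 25 of GRCz11 from 18326298 to 18330503. Its level was 1.41 ± 0.0411 CPM (SD, n = 3) in DMSO-treated and 60.6 ± 8.25 CPM (SD, n = 3) in 4-OHT-treated larvae, a log2 fold change of 5.42 (standard error 0.17, adjusted p = 2.5e-05, edgeR). With all 14 samples normalized together, dusp6 stood at 69.2 CPM in DMSO-treated larvae at 8 dpf and at 1.55 CPM in those at 6 dpf. The upregulated genes next in order of adjusted p, apart from zgc:100868, were si:dkey-239b22.1 with a log2 fold change of 3.80, zgc:153932 with 4.90 and ccl34a.4 with 5.18. The downregulated genes with the smallest adjusted p were he1.1 with a log2 fold change of -5.59, fut9d with -1.53, ldb2b with -7.07, ENSDARG00000068947 with -6.05 and tapt1b with -3.35. Over the group, DMSO-treated larvae held 326 counts of ldb2b and 4-OHT-treated larvae 2, a ratio of 169 (95% Clopper-Pearson interval 46.3 to 1398, which covers counting error only).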

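Ontology annotation is not part of the deposited tables, so sets of genes close to the topics of stimuli, inflammation, matrix and endopeptidases were tested. The 25 sets were defined by gene symbol, by Pfam domain or by a list, and were compared with camera from limma at a preset inter-gene correlation of 0.01, with adjustment over the sets. At 6 dpf, 17 sets had an adjusted p of at most 0.05, 15 of them higher and 2 lower in 4-OHT-treated larvae. The lower sets were the collagens and the cone phototransduction genes. The lists of inflammation genes and of glucocorticoid and stress genes hold genes that the study chose on these samples, so their results are not independent evidence. The lists of FOXO pathway genes and of ubiquitin ligases of muscle atrophy hold fbxo32, the gene of Atrogin-1. Its counts can include reads of the transgene, so the results of these lists are not fully independent either. Of the 17, 15 also passed with fry from the same package, which needs no preset correlation, while the NACHT domain genes (fry adjusted p = 0.0750) and the cone phototransduction genes (0.169) did not. Without 4-OHT replicate 1 camera gave the cone phototransduction genes 0.220. The choice of the correlation moved this result most. With a correlation estimated from the data, camera gave 0 sets, with a smallest adjusted p of 0.0847 and 7 sets at an unadjusted p of at most 0.05.
All 24 immediate-early genes, which respond to stimuli within minutes, lay above 0 in 4-OHT-treated larvae (median log2 fold change 1.86, camera adjusted p = 9.2e-13), and 16 of them were called. At an adjusted p of at most 0.05, 19 were higher over all features tested and 20 adjusted over the list alone. Of the 26 chemokine domain genes tested, 12 were called upregulated (median 1.39, camera adjusted p = 1.2e-07). With adjustment over all features tested, 13 were higher and 2 lower (ccl25a and cxcl12b, named after their values were seen), and 17 and 2 adjusted over the list alone. The 29 complement genes had a median of 0.92 (camera adjusted p = 4.5e-05), and 11 were called upregulated.
Among endopeptidases, the 82 genes with a trypsin domain had a median log2 fold change of 0.35 (camera adjusted p = 0.00302), and 10 were called upregulated. With an adjusted p of at most 0.05, 15 were higher over all features tested, and adjusted over the list alone 21 were higher and 3 lower (AL954146.1, prss23 and zgc:123217, named after their values were seen). The 21 cathepsin genes of the papain family had a median of 0.86 (camera adjusted p = 3.6e-06), with 6 called upregulated and 2 downregulated, the latter si:dkey-239j18.3 and zgc:174153. The 24 matrixin genes, which code for matrix metalloproteinases, showed no shift as a set (median 0.00086, camera adjusted p = 0.623), although mmp9, mmp28 and a pair of genes named mmp13a were called upregulated. Proteasome subunit genes lay above 0 in 49 of 50 cases (median 0.61, camera adjusted p = 6.4e-13, and 0.273 with the estimated correlation of 0.520). Of these, 4 were called (psma6l, psmb8a, psme2 and psme4a), while 29 had an adjusted p of at most 0.05 over all features tested and 41 adjusted over the list alone. The cathepsin, matrixin and proteasome genes given by name were chosen after their values were seen.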

Gene ontology analysis indicates that response to stimuli, inflammation, extra-cellular matrix composition, and endopeptidase activity are among the main biological processes dysregulated after Atrogin-1 expression at 6dpf (S1C in S1 Fig). KEGG pathway analysis supports this observation, with NOD-like-receptor and cytokine-cytokine-receptor signaling as the two most highly dysregulated pathways (S1D in S1 Fig). 

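Pathway annotation is likewise absent from the deposited tables. As a stand-in for NOD-like receptors, 233 genes with a NACHT domain were tested at 6 dpf. They had a median log2 fold change of 0.40, with 168 above 0 (camera adjusted p = 1.8e-05). Without 4-OHT replicate 1 the adjusted p of this set was 0.0624. Of these genes, 30 were called upregulated. At an adjusted p of at most 0.05, 32 were higher over all features tested and 40 adjusted over the list alone. The 96 cytokine and cytokine receptor genes tested had a median of 0.71, with 79 above 0 (camera adjusted p = 2.8e-12), and 32 were called upregulated. With adjustment over all features tested, 37 were higher and 3 lower (ccl25a, cxcl12b and tnfrsf19, named after their values were seen), and 49 and 3 adjusted over the list alone.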

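A list of 38 genes of the p53 pathway and of apoptosis was tested at 6 dpf. Of the 37 genes with enough counts, 30 lay above 0 in 4-OHT-treated larvae, with a median log2 fold change of 0.83 (camera adjusted p = 1.4e-06). Upregulation was called for 13 of them. With an adjusted p of at most 0.05, 17 genes were higher over all features tested and 21 adjusted over the list alone. ccng1 (ENSDARG00000076667), the gene of cyclin G1, had 11.6 ± 1.66 CPM (SD, n = 3) in DMSO-treated and 76.9 ± 18.6 CPM (SD, n = 3) in 4-OHT-treated larvae. Its log2 fold change was 2.73 (standard error 0.21, adjusted p = 7.9e-04, edgeR). ccng1 was singled out after its values were seen. It lies on chromosome 14 from 22129096 to 22140213, within a stretch (10671699 to 41619056) in which 32 unannotated features on alternate-locus contigs had a fitted fold change of at least 8 toward higher counts in 4-OHT-treated larvae. Of the 32, 5 had no count in DMSO-treated larvae, for which the fitted value is no bound. For mdm2 the log2 fold change was -0.13 (standard error 0.15, adjusted p = 0.616, edgeR).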

Interestingly, components of the apoptosis and p53 pathways are also highly represented among the dysregulated pathways, suggesting that apoptosis at least partially underlies the degenerative process in the atrofish.

We found that genes associated with immune response and inflammation including, but not limited to, *irg1*, *ccl34*, *cxcl8*, *cxcl18*, *mmp9*, and *il1b,* are highly upregulated following Atrogin-1 expression (S1C in S1 Fig and S1 Table). 

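The 14 genes with these names in the tables are irg1l, mmp9, il1b and the members of the ccl34, cxcl8 and cxcl18 families. Of the 10 with enough counts at 6 dpf, 9 were called upregulated, and the median log2 fold change of the 10 was 4.89 (camera adjusted p = 8.6e-10). Over all features tested 9 had an adjusted p of at most 0.05, and 9 adjusted over the list alone. The study chose these genes on the same samples, so neither the camera result nor the counts are independent evidence. The ccl34b genes had too few counts for a test.
irg1l (ENSDARG00000062788) rose from 2.10 ± 0.0813 CPM (SD, n = 3) to 86.8 ± 46.4 CPM (SD, n = 3), a log2 fold change of 5.37 (standard error 0.40, adjusted p = 7.5e-04, edgeR). It lies on chromosome 14 from 11427052 to 11430610, in the stretch that holds the changed alternate-locus features. mmp9 (ENSDARG00000042816, chromosome 8) rose from 6.53 ± 0.674 CPM to 188 ± 123 CPM (SD, n = 3 each), and il1b (ENSDARG00000098700, chromosome 10) from 0.547 ± 0.197 CPM to 16.8 ± 10.6 CPM (SD, n = 3 each). Their log2 fold changes were 4.84 (standard error 0.52, adjusted p = 0.00228, edgeR) for mmp9 and 4.93 (standard error 0.65, adjusted p = 0.00476, edgeR) for il1b. In irg1l, mmp9 and il1b the groups did not overlap (two-sided exact permutation test, p = 0.100).
The log2 fold change was 2.95 for cxcl8a, 5.18 for cxcl8b.1, 3.37 for cxcl18a.1 and 4.35 for cxcl18b, with adjusted p between 8.0e-04 for cxcl8b.1 and 0.00814 for cxcl8a (edgeR). Counts of ccl34a.3 were 3 over the DMSO-treated and 139 over the 4-OHT-treated group, a ratio of 44.8 (95% Clopper-Pearson interval 15.0 to 219.9, counting error only). Without DMSO replicate 1 the adjusted p from edgeR was 0.0572 for cxcl8a, 0.0516 for cxcl18b and 0.0515 for ccl34a.3, and these 3 genes were no longer called. The remaining paralog, cxcl8b.3, had a log2 fold change of 0.094 (standard error 0.50, adjusted p = 0.917, edgeR), which was -0.11 with limma-voom and -0.70 without 4-OHT replicate 2.
The macrophage marker mpeg1.2 and the neutrophil marker mpx were called upregulated too. mpeg1.2 had a log2 fold change of 2.76 (standard error 0.29, adjusted p = 0.00228, edgeR) and mpx one of 1.35 (standard error 0.18, adjusted p = 0.00440, edgeR). mpeg1.1 stood at 1.97 with an adjusted p of 0.0931 from edgeR and 0.0287 from DESeq2 (range over the alternatives 0.0287 to 0.153), and without 4-OHT replicate 3 edgeR gave 0.0493. The markers had a camera adjusted p of 0.00302 as a set.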

We quantified the total number of macrophages in trunk skeletal-muscle tissue using the *Tg(mpeg1:mCherry)* transgenic line and showed that the total number is similar in control and atrofish larvae, suggesting that increased cytokine expression is mediated by a change in the transcriptome profile of resident macrophages (S2A in S2 Fig). 

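zgc:100868 (ENSDARG00000004748) lies on chromosome 3 of GRCz11 from 39472342 to 39488639. Its level at 6 dpf was 19.8 ± 1.49 CPM (SD, n = 3) in DMSO-treated and 207 ± 21.4 CPM (SD, n = 3) in 4-OHT-treated larvae, a ratio of 10.5. The log2 fold change was 3.39 with a standard error of 0.13 (adjusted p = 4.1e-05, edgeR). With each sample left out in turn, it stayed between 3.32 and 3.47. The difference between the groups exceeded the spread between samples, as none of the values overlapped.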

We also identified a transcript named *zgc:100868* that is overexpressed tenfold in atrofish larvae (S1 Table). Interestingly, this gene is predicted to code for a protein with serine-type endopeptidase activity, orthologous to the two human serine proteases PRSS27 and PRSS53, which are known to have proteolytic functions [26]. This observation supports the hypothesis that proteolysis homeostasis is affected in the atrofish. Finally, sixteen collagen genes are highly downregulated, including *col9a1*, *col1a1*, *col4a6*, *col12a1*, *col2a1* and *col11a1* (S1 Table), indicating that in our atrofish model, ECM composition is strongly affected (S1C, S1D in S1 Fig) by muscle degeneration and associated biological processes. 

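Collagen symbols occur 57 times in the tables, counting cert1a and cert1b, which were matched through older collagen-like names. Of the 54 genes tested at 6 dpf, 50 were lower in 4-OHT-treated larvae, with a median log2 fold change of -0.78 (camera adjusted p = 9.2e-13). That p rests on the preset inter-gene correlation of 0.01. With the correlation estimated from the data, 0.497 for this set, camera gave an adjusted p of 0.273, and fry gave 0.0244. Downregulation was called for 11 of them: col11a1a, col11a1b, col11a2, col12a1b, col1a1a, col2a1a, col5a3a, col6a1, col6a2, col9a1b and col9a2. At an adjusted p of at most 0.05 without the fold-change limit, 22 were lower over all features tested. Adjusted over the list alone, 39 were lower and 1 was higher (col10a1b, named after its value was seen).
col9a1b (ENSDARG00000031483, chromosome 13 from 39119460 to 39160018) went from 110.2 ± 9.90 CPM (SD, n = 3) to 33.4 ± 8.20 CPM (SD, n = 3). Its log2 fold change was -1.72 (standard error 0.18, adjusted p = 0.00210, edgeR). col1a1a went from 674 ± 61.8 CPM to 336 ± 38.4 CPM (SD, n = 3 each) (adjusted p = 0.00448, edgeR). For col4a6 the fall stayed just short of the fold-change limit (standard error 0.16, adjusted p = 0.00975, edgeR). Of the other genes of the named families, col11a1a had -1.16, col11a1b -1.06, col12a1b -1.09 and col2a1a -1.02. Below the limits were col1a1b with -0.95 (adjusted p = 0.0225), col12a1a with -0.75 (0.0193), col9a1a with -0.81 (0.0634) and col2a1b with -1.06 (0.0704), all from edgeR. Leaving out 1 sample raised the adjusted p above 0.05 in 3 of 6 cases for col11a1a (up to 0.0925), 3 for col11a1b (0.0789), 3 for col12a1a (0.0974), 4 for col1a1b (0.103), 2 for col2a1a (0.0617), 1 for col4a6 (0.0598) and 1 for col12a1b (0.0636), each highest without DMSO replicate 1. Without 4-OHT replicate 2 it was 0.0333 for col9a1a and 0.0274 for col2a1b.
The number of collagen genes called was 2 without DMSO replicate 1, 4 without DMSO replicate 2, 4 without DMSO replicate 3, 18 without 4-OHT replicate 1, 18 without 4-OHT replicate 2 and 5 without 4-OHT replicate 3. In DMSO-treated larvae, 49 of the 54 genes were lower at 8 dpf than at 6 dpf, with a median log2 change of -1.77.

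**Figure D1:**
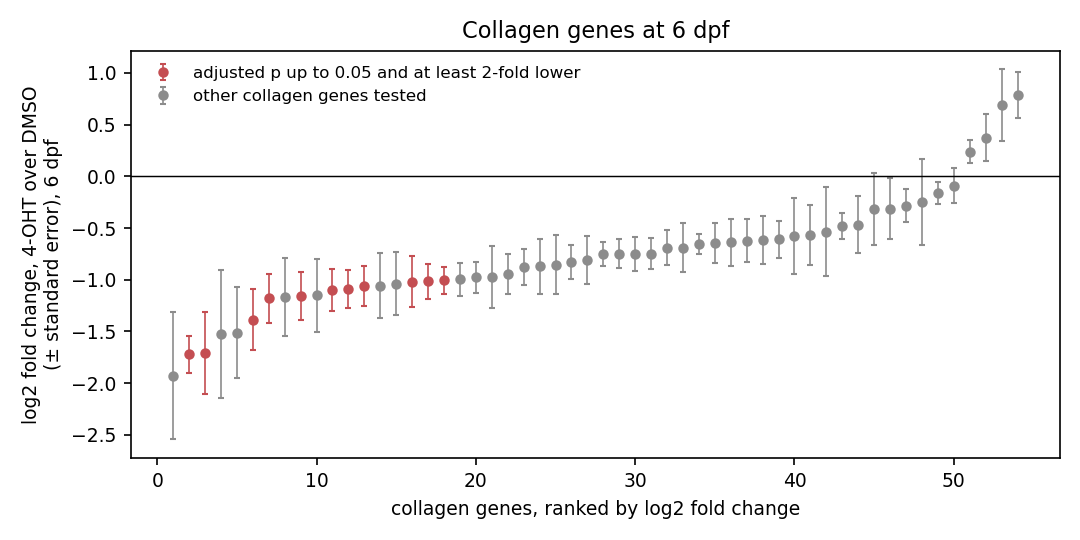
Log2 fold change of the 54 collagen genes tested at 6 dpf, 4-OHT-treated over DMSO-treated larvae (3 samples each), ranked by value. Bars are standard errors, red points are the 11 genes called downregulated, and 50 points lie below 0.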

To determine whether these ECM modifications are associated with cellular processes underlying muscle aging such as fat infiltration, gliosis, or fibrosis, we analyzed these mechanisms and demonstrated that fat deposition, and fibrosis are not affected in the skeletal neuromuscular system after *atrogin-1* induction (S2B-S2E in S2 Fig). This observation suggests that variations in ECM composition are mediated by a switch in collagen-gene expression in muscle tissue.

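The zebrafish gene of Atrogin-1 is fbxo32 (ENSDARG00000040277), on chromosome 16 of GRCz11 from 25259313 to 25272633. At 6 dpf its level was 40.9 ± 2.23 CPM (SD, n = 3) in DMSO-treated and 182 ± 68.5 CPM (SD, n = 3) in 4-OHT-treated larvae. The ratio of the means was 4.45 and the log2 fold change 2.15 (standard error 0.26, adjusted p = 0.00350, edgeR). All 4-OHT-treated samples lay above all DMSO-treated samples. With each sample left out in turn, the log2 fold change stayed between 1.83 and 2.39 and the adjusted p between 0.00195 and 0.0311. The open reading frame in the transgene was amplified from zebrafish cDNA, so the counts of fbxo32 do not separate reads of the endogenous gene from reads of the transgene. With all 14 samples normalized together, DMSO-treated larvae held 44.7 CPM at 6 dpf and 262 CPM at 8 dpf.
Of the 7 tested ubiquitin ligase genes linked to muscle atrophy, fbxo32 among them, 5 lay above 0 (median log2 fold change 1.03, camera adjusted p = 0.0229). Without 4-OHT replicate 1 the adjusted p of this set was 0.236. Because counts of fbxo32 can include reads of the transgene, the result of this set is not fully independent evidence. Besides fbxo32, edgeR called trim63a with 10 and 50 counts (log2 fold change 2.32, adjusted p = 0.0191) and trim55b (log2 fold change 1.40, adjusted p = 0.0271). Without DMSO replicate 1, 2 or 3, the adjusted p was 0.107, 0.0766 and 0.101 for trim63a and 0.128, 0.0893 and 0.0945 for trim55b. Without 4-OHT replicate 3 it was 0.0529 for trim55b. Adjusted over the list alone, 4 genes were higher (fbxo30a, fbxo32, trim55b and trim63a), against 3 over all features tested.

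**Figure D2:**
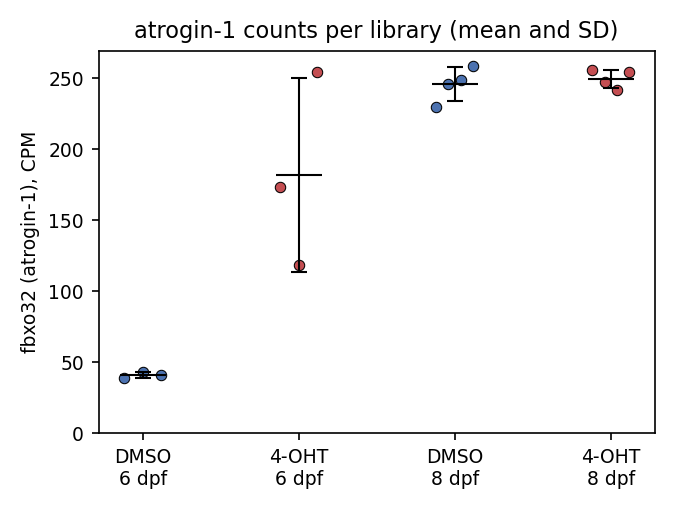
Normalized counts (CPM) of fbxo32 in each sample of DMSO-treated and 4-OHT-treated larvae at 6 and 8 dpf. Lines and bars are the mean and SD of 3 samples per group at 6 dpf and 4 at 8 dpf, and the means at 6 dpf are 40.9 and 182 CPM.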

Our transcriptomic analysis also revealed that expression of the endogenous *atrogin-1* gene is increased approximately fourfold following Atrogin-1 expression in atrofish larvae (S1 Table), suggesting a positive feedback loop regulating Atrogin-1 expression during muscle atrophy and degeneration. This observation is consistent with our data showing that FOXO signaling is upregulated in atrofish larvae (S1D in S1 Fig and S1 Table), and with previous evidence that Atrogin-1 is a target gene of the FOXO signaling pathway [27,28]. In addition, a recent study in mice indicated that FOXO transcription factors cooperate with C/EBPδ to control Atrogin-1 expression [29]. 

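Of a list of 44 genes of the FOXO pathway, 40 were tested at 6 dpf and 25 lay above 0 in 4-OHT-treated larvae. The median log2 fold change was 0.21 (camera adjusted p = 0.0467, fry adjusted p = 0.00896). The adjusted p from camera was 0.0719 without DMSO replicate 2, 0.0899 without DMSO replicate 3, 0.0565 without 4-OHT replicate 1 and 0.0695 without 4-OHT replicate 3. The list holds fbxo32, whose counts can include reads of the transgene, and sgk1, which the paper names from these samples. The result of the set is therefore not fully independent evidence, and the set was not tested without these genes. Upregulation was called for 7 of the 40. With an adjusted p of at most 0.05, 9 were higher and 2 lower (cat and foxo6b, named after their values were seen) over all features tested, and 11 and 2 adjusted over the list alone. pck1 (ENSDARG00000013522), the gene of a phosphoenolpyruvate carboxykinase, rose from 344 ± 28.8 CPM (SD, n = 3) to 1127 ± 296 CPM (SD, n = 3), a log2 fold change of 1.71 (standard error 0.20, adjusted p = 0.00326, edgeR). The log2 fold changes of foxo1a (0.20), foxo3a (-0.075), foxo3b (-0.058) and foxo4 (0.30) had adjusted p between 0.302 for foxo4 and 0.835 for foxo3b (edgeR). foxo4 lies on chromosome 14 within the stretch with changed alternate-locus features. Without 4-OHT replicate 3 the value for foxo1a was -0.19, and without 4-OHT replicate 2 that for foxo3b was 0.062. From the rise of atrogin-1 after Atrogin-1 expression, which it relates to the upregulation of FOXO signaling, the paper proposes a positive feedback loop.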

Interestingly, a zebrafish ortholog of C/EBPδ, *cebpd*, is highly upregulated in our transcriptomic analysis (S1 Table), suggesting that it may participate in regulation of Atrogin-1 expression. 

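cebpd (ENSDARG00000087303) lies on chromosome 24 of GRCz11 from 35564668 to 35565927. Its level at 6 dpf was 78.7 ± 11.5 CPM (SD, n = 3) in DMSO-treated and 476 ± 101 CPM (SD, n = 3) in 4-OHT-treated larvae. The log2 fold change of 2.60 (standard error 0.20, adjusted p = 7.5e-04, edgeR) stayed between 2.50 and 2.76 with each sample left out in turn. In DMSO-treated larvae cebpd stood at 86.1 CPM at 6 dpf and 436 CPM at 8 dpf when the 14 samples were normalized together.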

Finally, our RNAseq study also shows that core components of the stress response involving cortisol are upregulated in atrofish larvae (S1 Table). Indeed, known glucocorticoid-induced targets including *klf9*, *fkpb5*, *sgk1*, and *tsc22d3* are highly expressed after Atrogin-1 expression. 

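klf9 (ENSDARG00000068194) rose from 29.8 ± 1.84 CPM (SD, n = 3) to 155 ± 73.9 CPM (SD, n = 3) at 6 dpf, a log2 fold change of 2.38 (standard error 0.30, adjusted p = 0.00426, edgeR). fkbp5 (ENSDARG00000028396) rose from 42.5 ± 2.70 CPM to 222 ± 64.7 CPM (SD, n = 3 each), with a log2 fold change of 2.39 (standard error 0.21, adjusted p = 0.00103, edgeR). The log2 fold changes of sgk1 and tsc22d3 were 2.30 (standard error 0.19, adjusted p = 8.5e-04, edgeR) and 1.33 (standard error 0.12, adjusted p = 0.00112, edgeR). tsc22d3 lies on chromosome 14 from 27998756 to 28001986, in the stretch with changed alternate-locus features. In none of klf9, fkbp5, sgk1 and tsc22d3 did the groups overlap. With the 14 samples normalized together, the level of klf9 in DMSO-treated larvae was 32.6 CPM at 6 dpf and 222 CPM at 8 dpf.
Together with pomca, per1a, ddit4, hsd11b2 and nr3c1, these genes form a list of 9 genes of the glucocorticoid and stress response. All 9 lay above 0, with a median log2 fold change of 1.79 (camera adjusted p = 2.3e-06). Over all features tested 6 had an adjusted p of at most 0.05, and 8 adjusted over the list alone. The study chose part of the list on these samples, so neither the camera result nor the counts are independent evidence. nr3c1, the gene of the glucocorticoid receptor, also lies in that stretch of chromosome 14 and had a log2 fold change of 0.072 (adjusted p = 0.780, edgeR), which was -0.017 without 4-OHT replicate 1. per1a had a log2 fold change of 1.84 (adjusted p = 0.138, edgeR), and without 4-OHT replicate 1 it was 2.31 with an adjusted p of 0.0434 (edgeR). Without 4-OHT replicate 2 it was 0.39 with an adjusted p of 0.455.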

Supporting this observation, the *pomca* gene, which codes for the precursor of adrenocorticotropic hormone (ACTH), is also overexpressed.

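pomca (ENSDARG00000043135) lies on chromosome 17 of GRCz11 from 33226955 to 33230039. Its 146 counts over the DMSO-treated and 325 counts over the 4-OHT-treated group gave 1.55 ± 0.271 CPM (SD, n = 3) and 3.55 ± 0.788 CPM (SD, n = 3). The log2 fold change was 1.20 (standard error 0.27, adjusted p = 0.0310, edgeR). Leaving out 1 sample ended the call in 5 of 6 cases. The adjusted p from edgeR was 0.148, 0.119 and 0.0916 without DMSO replicate 1, 2 and 3, and 0.0683 and 0.0539 without 4-OHT replicate 2 and 3. It was 0.00896 without 4-OHT replicate 1.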

Because inflammation and ACTH control cortisol expression, we next quantified cortisol levels via ELISA and determined that cortisol expression levels are significantly higher in atrofish larvae than in DMSO-treated control larvae (Fig 1F). Interestingly, previous studies have associated high cortisol levels with upregulation of *atrogin-1* expression and demonstrated that this induction is dependent on glucocorticoid receptors function [30–32]. A gene expression analysis to define cell populations affected by chronic cortisol treatment showed that cortisol-treated larvae exhibit a severe negative impact on muscle cells homeostasis (Fig 1G). These data are highly relevant for understanding the etiology of age-related muscle atrophy, because high cortisol levels are associated with muscle atrophy [33–35] and have been suggested as a biomarker of sarcopenia [36]. Together, these observations suggest crosstalk between Atrogin-1-dependent proteolysis, inflammation, stress responses, and apoptosis, potentially leading to neuromuscular degenerative phenotypes and ECM remodeling in the atrofish.

### Myosin light-chain degradation precedes muscle degeneration in the atrofish

The above experiments validated the atrofish as a genetic model of muscle atrophy and reduced muscle function. We next aimed to use it to identify new molecular and/or cellular mechanisms leading to muscle weakness and/or muscle degeneration. Because Atrogin-1 is an E3 ubiquitin ligase, it can potentially target a wide variety of proteins for degradation. While most Atrogin-1 targets are not known, some have been identified, including, but not limited to, calcineurin, aquaporin 4, nuclear factor-kB, MyoD, and cardiac myosin-binding protein C (cMyBP-C) [37–40]. Recently, an elegant report indicated that the endoplasmic reticulum chaperone BiP is also a target of Atrogin-1 contributing to Duchenne muscular dystrophy [21]. Based on the evidence that cMyBP-C is a target of Atrogin-1, we hypothesized that reduced levels of myosin and/or related proteins involved in myosin-complex formation and function could be, at least partially, responsible for the atrophic phenotype observed in atrofish larvae. Using an F310 antibody that recognizes myosin light chains in fast-twitch muscle fibers, we observed dramatically reduced F310 staining in atrofish larvae after 72 hours of 4-OHT treatment at 10µM (S3A in S3 Fig). Darkfield imaging revealed that while F310 staining is absent in the trunk of 4-OHT-treated larvae, the shape of skin, notochord, and myotomes can be observed (S3A, S3B in S3 Fig), indicating that the axis of the larva is not broken but that no myosin light-chain proteins are present in the tissue. Surprisingly, reduced F310 staining is not always associated with the absence of all muscle fibers. In addition, in atrofish larvae we observed retention of phalloidin staining in some regions of myotomes in which F310 labelling is strongly reduced (Fig 2A), indicating the presence of muscle fibers despite the absence of myosin light-chain expression. This analysis suggests that myosin light-chain protein can be lost after *atrogin-1* expression and before muscle-fiber degeneration. Quantification of phalloidin and F310 staining over time in atrofish larvae revealed that most larvae exhibiting reduced F310 staining in regions of trunk-muscle tissue also show reduced phalloidin incorporation in those regions (S3C in S3 Fig). Indeed, only ~3% and ~8% of atrofish larvae show reduced or absent F310 staining without an effect on phalloidin incorporation in muscle fibers after 48 or 24 hours of 4-OHT treatment, respectively. This observation suggests that phalloidin incorporation is rapidly reduced when myosin light-chain expression and function are impaired. Finally, co-immunolabeling of atrofish larvae with phalloidin, F310 (myosin light chains in fast-twitch muscle fibers), and A4.1025 (myosin heavy chains in slow- and fast-twitch muscle fibers) antibodies followed by confocal imaging of myotomes after 24 hours of 4-OHT treatment indicated that myosin light-chain, but not myosin heavy-chain, expression can be rapidly reduced independently of muscle-fiber degeneration (S3D in S3 Fig). Together, these results indicate that Atrogin-1 overexpression in zebrafish affects the expression and/or stability of myosin light chains before muscle-fiber degeneration.

**Fig 2:**
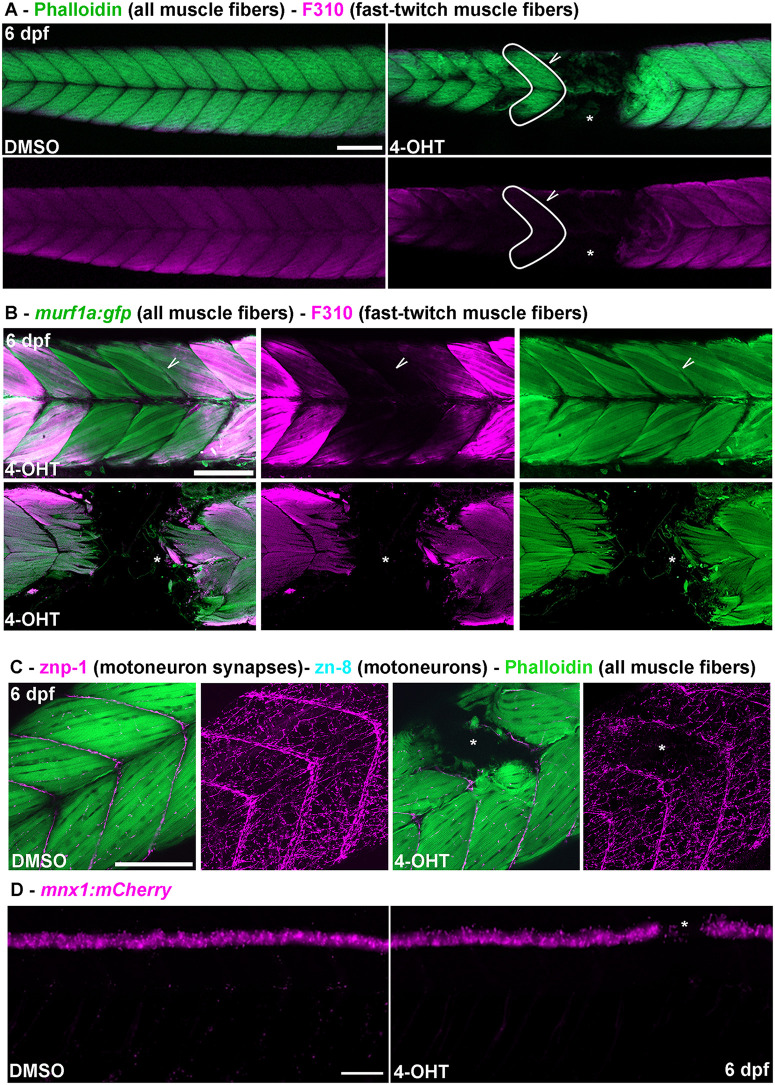
Muscle-specific Atrogin-1 expression leads to myosin light-chain degradation and neuromuscular degeneration in atrofish larvae. **(A)** Apotome sections of DMSO-treated atrofish larvae (left) or atrofish larvae treated with 4-OHT for 24 hours (right) at 6 dpf showing phalloidin incorporation (green) and F310 immunolabelling (purple) in trunk skeletal muscles. White arrow shows phalloidin incorporation in the absence of F310 expression. **(B)** Confocal sections of atrofish larvae treated with 4-OHT for 24 (top) or 48 (bottom) hours at 6 dpf showing GFP expression from Tg(*murf1a:gfp*) in muscle fibers (green) and F310 immunolabelling (purple) in trunk skeletal muscles. White arrow shows GFP expression in the absence of F310 expression. **(C)** Confocal sections of DMSO-treated atrofish larvae (left) or atrofish larvae treated with 4-OHT for 24 hours (right) at 6 dpf showing phalloidin incorporation (green) and znp-1 (purple) immunolabelling in trunk skeletal muscles. **(D)** Apotome sections of DMSO-treated atrofish larvae (left) or atrofish larvae treated with 4-OHT for 24 hours (right) at 6 dpf showing motoneuron degeneration using the *mnx1:mCherry* transgenic line. Asterisk indicates the site of degeneration in the spinal cord. Asterisks show sites of muscle-fiber degeneration. Scale bars: 100 μm.

To confirm the role of Atrogin-1 in myosin light-chain degradation in the observed atrophic phenotype in the atrofish, we used the *Tg(MuRF1a:GFP*) line, which labels muscle fibers, and also used the F310 antibody to specifically label fast-twitch fibers. As shown with phalloidin incorporation (Fig 2A), we demonstrated that after 48 hours of 4-OHT treatment, areas of myotomes showing reduced F310 staining generally also show an absence of GFP expression (Fig 2B), supporting the notion that the muscle-fiber-degeneration and/or muscle-breakdown phenotype is induced by Atrogin-1 expression. Interestingly, 24 hours of 4-OHT treatment can lead to a reduction or absence of myosin light-chain expression despite the presence of GFP-expressing fast-twitch muscle fibers (Fig 2B). This result confirms our previous observations and suggests that early reduction of myosin light-chain expression primes muscle tissue for degeneration, leading to muscle weakness and dysfunction. In the future, a more precise determination of the timing of myosin light-chain degradation relative to that of muscle-fiber degeneration will be needed to fully understand the relationship between the two processes. However, such an investigation would likely require a destabilized fluorescent protein fused to the myosin light-chain protein to perform live imaging of these degenerative processes. Based on these observations, together, we can confidently propose that this genetic model of myosin complex degradation will be valuable for future identification of therapeutic compounds that can stabilize or prevent degradation of myosin light chains as well as associated proteins during muscle atrophy.

### Muscle atrophy leads to spinal-neuron degeneration in the atrofish

Having identified an atrophic and degenerative muscle phenotype associated with locomotor dysfunction in the atrofish, we next investigated organization and homeostasis of the neuromuscular system. In muscle tissue, the neuromuscular junction (NMJ) mediates muscle contractions in response to neuronal stimuli. To analyze NMJ maintenance following muscle-fiber degeneration in the atrofish, we first performed axonal and synaptic staining using anti- acetylated-tubulin (axons) and SV2 and znp-1 (pre-synapses) antibodies. We observed reduced peripheral nervous system innervation and synaptic density in muscle tissue at 6 dpf after 24 or 48 hours of 4-OHT treatment compared to control larvae (Fig 2C and S4A in S4 Fig). Interestingly, we found that reduced muscle-tissue innervation correlates positively with muscle-fiber degeneration (Fig 2C and S4A in S4 Fig), suggesting that disrupting synapse stability could also potentially promote motoneuron degeneration. To test this hypothesis, we analyzed motoneurons maintenance using the *Tg(mnx1:mCherry)* line and revealed that following muscle-fiber degeneration in atrofish larvae, NMJ density is reduced in the atrophic area and this phenotype is associated with reduced motoneuron-cell-body density in the spinal cord (Fig 2C-2D). We observed motoneuron degeneration in the spinal cord in 19%, 11%, and 8% of the atrofish larvae after 72, 48, and 24 hours of 4-OHT treatment, respectively (S4B in S4 Fig). Using the *Tg(mnx1:mCherry)* line*,* we analyzed the neuronal degenerative phenotype of atrofish larvae by quantifying the global volume of motoneuron cell bodies in the spinal cord and axons in the peripheral system, axon branching, and NMJ density in control (wild-type larvae treated with DMSO or 4-OHT, and atrofish larvae treated with DMSO) and 4-OHT-treated atrofish larvae (Fig 3A-A” and S1 and S2 Movies). Finally, using HCR RNA-FISH for the *mpeg1.2* gene on the *mnx1:mCherry* genetic background labeling motoneurons, we identified macrophages in the degenerating muscle tissue, particularly in close vicinity to fragmented motoneuron axons and NMJ, with some macrophages showing GFP and mCherry fluorescence (Fig 3B). These HCR RNA-FISH results suggest that, based on *mpeg1.1*:mCherry expression, immune-cell numbers do not differ significantly between control and atrofish larvae, but that the localization of *mpeg1.2* + macrophages may differ between control and atrofish larvae. These results in turn suggest that immune cells are removing degenerated muscles and neurons, and that inflammation is associated with neuromuscular degeneration. Surprisingly, we also determined that muscle-fiber degeneration is a prerequisite to degeneration not only of motoneurons but also of other spinal neurons such as sensory neurons and interneurons, as revealed by the absence of HuC/D expression (a generic marker of postmitotic neurons) and SV2 (pre-synapses) labelling in the spinal cord (S4C in S4 Fig). Concordantly, we have observed no examples of neuron degeneration in the presence of muscle fibers (the latter revealed by phalloidin or A4.1025 staining), and we showed that spinal-neuron degeneration correlates with the absence of muscle fibers (S4D in S4 Fig). Finally, we demonstrated that dorsal root ganglia in the peripheral sensory system or neurons in the gut are not affected by muscle-fiber degeneration (S4D in S4 Fig), suggesting that the neuronal cell bodies degenerative phenotype is specific to the spinal cord in the central nervous system. Altogether, these data indicate that the muscle-fiber degeneration underlying muscle atrophy can lead to neurodegeneration in both the peripheral (NMJ) and central nervous system (cell bodies).

**Fig 3:**
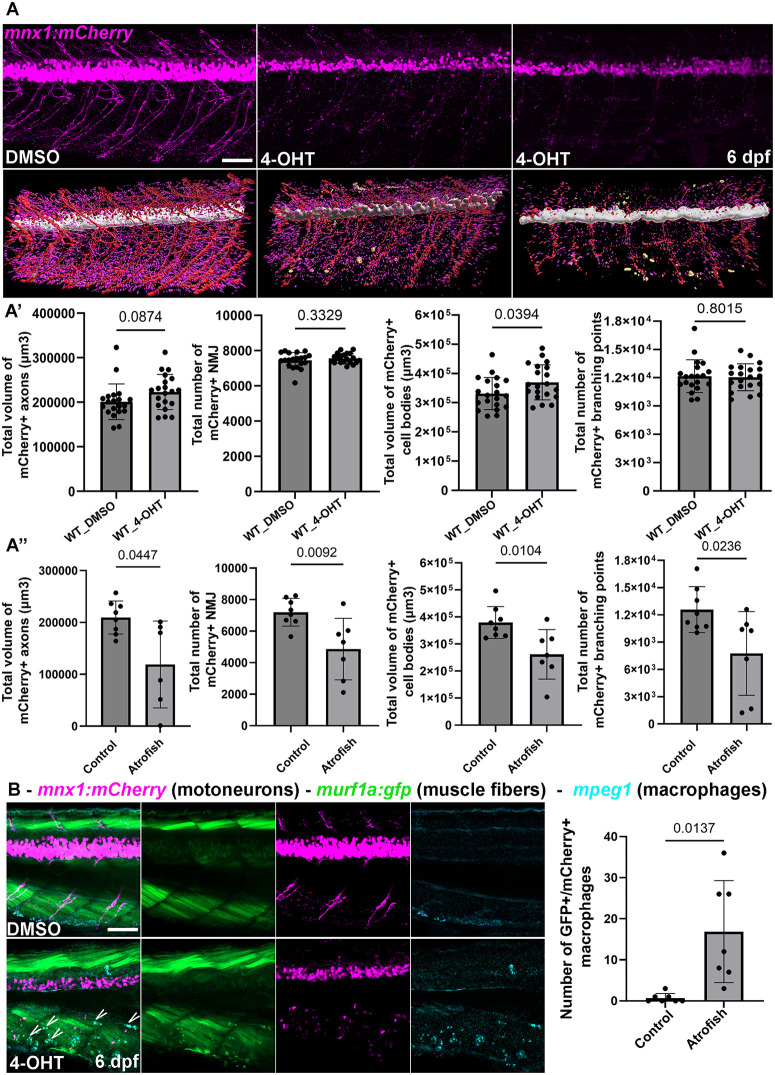
Muscle-specific Atrogin-1 expression affects motoneurons in the central and peripheral nervous system. **(A)** Confocal projections (top) and 3D reconstructions (bottom) of control or atrofish larvae treated with 4-OHT for 48 hours at 6 dpf. (A’, A”) Analysis of the motoneuron system reveals that motoneurons, axon branching, and neuromuscular connectivity and density (NMJ) are affected in atrofish (DMSO; n = 8 and 4-OHT; n = 7) but not in WT larvae treated with 4-OHT (DMSO; n = 20 and 4-OHT; n = 20). Each biological component was isolated and assigned a unique color label: white (spinal cord), red (axons), magenta (NMJs) and yellow (immune cells *mpeg1.2* + macrophages in Fig 3B). Statistical significance was determined by t-test, two-tailed, unpaired with Welch’s correction. **(B)** Confocal sections of DMSO-treated atrofish larvae (top) or atrofish larvae treated with 4-OHT (bottom) for 48 hours at 6 dpf showing macrophages in close vicinity of the motoneuron axons and NMJ (*mnx1:mCherry*) in the degenerating muscle tissue (*murf1a:GFP*). Arrows show *mpeg1* + macrophages expressing both GFP and mCherry (DMSO; n = 7 and 4-OHT; n = 7). Statistical significance is determined by t-test, two-tailed, unpaired with Welch’s correction. Error bars represent s.d. Scale bars: 100 μm.

While it has been postulated, tested, and widely accepted that denervation and loss of functional synaptic interactions at the NMJ has an impact on muscle-fiber homeostasis with the potential to lead to muscle atrophy [41–44], the idea that the reverse sequence of events, i.e., muscle atrophy could lead to neurodegeneration, has not been thoroughly investigated. To our knowledge there is currently no direct evidence that this “reverse” process takes place. Our experiments above, conducted in a zebrafish model of muscle degeneration, reveal that muscle-specific expression of Atrogin-1 leading to skeletal-muscle atrophy can indirectly negatively impact the central nervous systems and spinal-neuron survival. This observation suggests a new pathological component in the etiology of neuromuscular degeneration, and potentially sarcopenia, and raises the intriguing possibility of a detrimental and degenerative feedback loop between muscle fibers and motoneurons during muscle aging.

### Muscle dysfunction is reversible in atrofish larvae

The above analysis demonstrates that Atrogin-1 expression in zebrafish larvae underlies neuromuscular degeneration and locomotion dysfunction. We uncovered some of the molecular and cellular mechanisms associated with these defects. We demonstrated that myosin light-chain degradation, muscle atrophy, and neurodegeneration are associated with increased proteolysis, cellular stress, inflammation, and ECM remodeling following Atrogin-1 expression in muscle fibers. To determine whether or not these phenotypes are reversible, we analyzed the recovery of locomotion capacities in atrofish larvae following discontinuation of 4-OHT treatment. We first demonstrated that 4-OHT-treated atrofish larvae show reduced locomotion between 6 and 8 dpf compared to DMSO-treated atrofish larvae and 4-OHT-treated wild-type (WT) larvae (Fig 4A and S3 Movie). Treatment with 4-OHT has no significant impact on cardiovascular-system function in WT or atrofish larvae, as cardiac volume, heartbeat, and blood flow are comparable between the two conditions (Fig 4C and 4D, and S4 and S5 Movies), suggesting that neuromuscular dysfunction is the main driver of reduced locomotion. We next treated atrofish larvae with DMSO or 4-OHT for 24 hours (between 5 and 6 dpf, larvae were treated with DMSO or 4-OHT for 24 hours before the locomotion test), and then placed all larvae in chemical-free medium for a 48-hour locomotion test. We observed that following placement in chemical-free medium, the 4-OHT-treated atrofish larvae recovered locomotion functions and performed similarly to the DMSO-treated atrofish larvae (Fig 4B and S6 Movie). Interestingly, our results also showed that after recovery, 4-OHT-treated atrofish larvae exhibited a circadian pattern of activity identical to that of DMSO-treated atrofish larvae, suggesting that that their circadian clock is functional. Together, these results indicate that the locomotion-defect phenotype is reversible and suggests that atrofish larvae are able to recover from their muscle and neural deficits. While the question of whether the rapid swimming recovery is driven by a regenerative response still requires investigation, the timing suggests that preventing *atrogin-1* overexpression in muscle fibers limits the death of additional muscle fibers and allows for an efficient return to a homeostatic and functional state. Indeed, while most, if not all, larvae exhibit defective locomotion, only a small percentage of atrofish exhibit severe neuronal degeneration and/or muscle degeneration after 24 hours of 4-OHT treatment (S1B and S4B in S1 and S4 Figs). Together, these observations indicate that mechanisms other than *atrogin-1* overexpression could underlie the defect in locomotion. Because our transcriptomic analysis identified inflammation, the stress response, and ECM remodeling as biological processes significantly dysregulated in atrofish, we hypothesized that these cellular mechanisms could also participate in the reduced swimming capacity phenotype. In addition, if these cellular processes do indeed contribute to defective swimming in atrofish, they could potentially be reversed more quickly than would be possible via the level of cell regeneration required to enable locomotion recovery. We therefore hypothesize that these cellular mechanisms could underlie recovery of swimming function. Further experiments using anti-inflammatory molecules or fish mutants with knockout of the glucocorticoid receptor gene would allow testing of these hypotheses.

**Fig 4:**
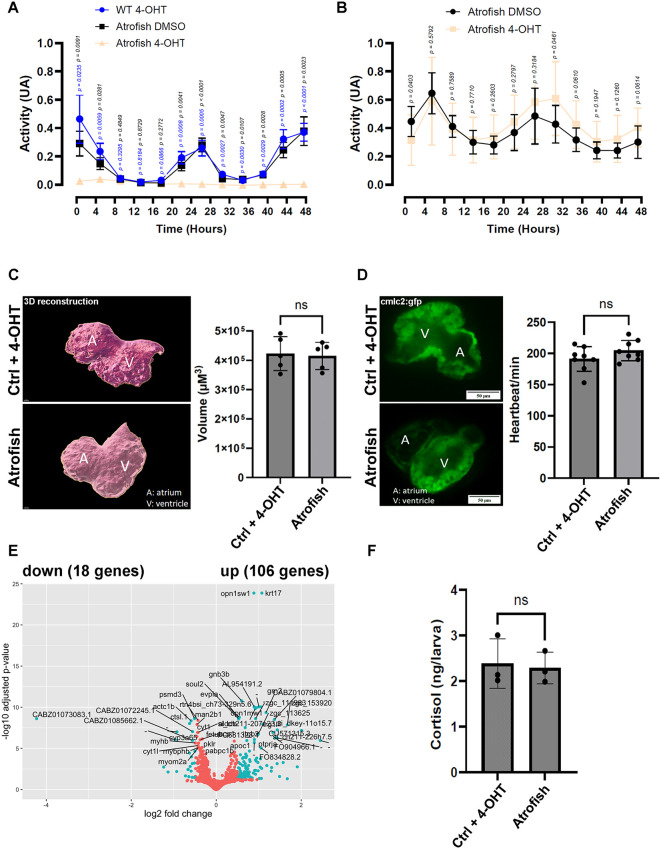
Atrogin-1-dependent muscle dysfunction is reversible in atrofish larvae. **(A, B)** Quantification of locomotion activity in zebrafish larvae. **(A)** WT larvae treated with 4-OHT (n = 8) and atrofish larvae treated with DMSO (n = 8) or 4-OHT (n = 8). Larvae were treated with DMSO or 4-OHT for 24 hours between 5 and 6 dpf before the locomotion test, and for 48 hours during the test. The figure shows only the 48-hour test results. **(B)** Atrofish larvae treated with DMSO or 4-OHT. Larvae were treated with DMSO (n = 12) or 4-OHT (n = 11) for 24 hours between 5 and 6 dpf before the locomotion test, and then placed in chemical-free medium for 48 hours during the locomotion test. The figure shows only the 48-hour test results. Statistical significance is determined by multiple t-test comparison with False Discovery Rate and individual variance for each time point, two-tailed, unpaired. **(C, D)** Quantification of heart volume after 3D reconstruction in control fish (n = 5) or atrofish (n = 5) **(C)** or heartbeat using the *cmlc2:gfp* transgene expressed in cardiomyocytes **(D)** at 6 dpf in control fish (WT fish) (n = 8) or atrofish (n = 8) treated with 4-OHT for 24 hours between 5 and 6 dpf. Statistical significance is determined by multiple t-test, two-tailed, unpaired. **(E)** Graphical representation of bulk RNAseq analysis and variation in gene-expression profiles in DMSO-treated control larvae (n = 4; 50 larvae/sample) vs. atrofish (n = 4; 50 larvae/sample) after 24 hours of 4-OHT treatment between 5 and 6 dpf, followed by 2 days of recovery until 8 dpf. **(F)** Quantification of cortisol expression levels in control larvae (4-OHT-treated; n = 3 with 30 larvae/sample n = 30) and 4-OHT-treated atrofish larvae (n = 3 with 30 larvae/sample) after recovery. Statistical significance is determined by t-test, two-tailed, unpaired. Error bars represent s.d. Scale bars: 50 μm.

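The comparison at 8 dpf rests on 4 samples from DMSO-treated and 4 from 4-OHT-treated larvae, of about 50 larvae each, after 24 hours of treatment and 48 hours of recovery. The labels give WT for the DMSO-treated and Sarco for the 4-OHT-treated samples here as well. The raw counts cover 38099 features, of which 32520 carry an Ensembl identifier and 5579 are unannotated, 3645 of the latter on alternate-locus contigs. Total counts per sample lay between 28179679 and 36775640 in the DMSO-treated group (median 32915402.5) and between 25344447 and 37480573 in the 4-OHT-treated group (median 32683817.5). The test covered 26318 features, with the limits used at 6 dpf. With 4 samples per group the smallest p of a two-sided exact permutation test is 0.0286.
To compare the response between the ages, the difference of the log2 fold changes at 6 and 8 dpf was tested with edgeR over all 14 samples, for 22122 features with an Ensembl identifier. The ages share no sample and the labels name no batch, so a difference in level between 6 and 8 dpf cannot be told apart from one of preparation or sequencing. The difference of the responses sets each treated group against DMSO-treated larvae of its own age.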

To characterize the recovery response at the molecular level, we performed gene-expression analysis at 8 dpf using mRNA from atrofish larvae treated with either DMSO or 4-OHT between 5 and 6 dpf and then placed in chemical-free medium for 48 hours. 

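With edgeR, 58 features were called at 8 dpf, 55 (94.8%) of them higher and 3 lower in 4-OHT-treated larvae. None of the 58 had overlapping groups. Of all features tested 2259 (8.58%) had groups without overlap, where chance gives 2.86%, and 3462 differed at an unadjusted p of at most 0.05. Dropping the fold-change limit moved the number most, to 256, and DESeq2 called 121, including all 58. Without DMSO replicate 3 edgeR called 34, and without 4-OHT replicate 1 it called 37. The biological coefficient of variation was 18.8% among DMSO-treated and 14.9% among 4-OHT-treated samples (n = 4 each).
The upregulated genes with the smallest adjusted p were zgc:153932, krt17, urgcp, plekhs1 and BX927298.1, with log2 fold changes of up to 2.13 for BX927298.1. krt17 (ENSDARG00000094041, chromosome 19) rose from 282 ± 38.0 CPM to 603 ± 35.9 CPM (SD, n = 4 each), with an adjusted p of 1.9e-04 (edgeR). Of the 3 lower features 1 has an Ensembl identifier, CABZ01073083.1 (ENSDARG00000111812), with 163 counts over the DMSO-treated and 8 over the 4-OHT-treated group and a log2 fold change of -4.32 (standard error 0.41, adjusted p = 3.5e-04, edgeR). The other two are unannotated features of chromosome 21, singled out after their values were seen.
The response differed between the ages for 1097 of 22122 features, with 745 log2 fold changes larger and 352 smaller at 6 dpf, and 6101 differed at an unadjusted p of at most 0.05 (edgeR). Of 1082 features called at 6 dpf and not at 8 dpf, 700 (64.7%) were among these. Without 4-OHT replicate 1 of 6 dpf, 2367 features differed, and 43.0% of these were larger at 6 dpf. Of 20557 genes tested at both ages, 1057 were called at 6 dpf and 41 at 8 dpf. They shared 32, all higher at both ages, where chance gives 2.11 (odds ratio 67.5, 95% confidence interval 31.4 to 162, two-sided Fisher's exact test, p = 8.1e-34).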

We observed that only 124 genes are significantly dysregulated at 8 dpf, i.e., after 48 hours of recovery (Fig 4E and S2 Table), suggesting that 4-OHT-treated atrofish larvae progressively returned to homeostatic conditions following their return to chemical-free medium between 6 and 8 dpf. We then performed GO and KEGG analyses using our gene-expression results. 

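In place of GO and KEGG terms, the 25 gene sets were tested at 8 dpf, where 14 had a camera adjusted p of at most 0.05, 9 of them higher and 5 lower in 4-OHT-treated larvae. Of these, 11 also passed with fry. The sets of p53 and apoptosis genes (fry adjusted p = 0.0983), myosin light chain genes (0.267) and immediate-early genes (0.0628) did not. With an estimated inter-gene correlation 1 set passed, the cytokine and cytokine receptor genes (camera adjusted p = 0.0165), and 8 sets had an unadjusted p of at most 0.05.
Cytokine and cytokine receptor genes had a median log2 fold change of 0.35 over 99 genes (camera adjusted p = 4.1e-10), NACHT domain genes 0.29 over 293 (1.1e-09) and chemokine domain genes 0.51 over 28 (1.0e-06). Single genes called among them were cxcl19, in both the cytokine and the chemokine set, and si:ch211-15j1.4 with a NACHT domain, named after their values were seen. At an adjusted p of at most 0.05, 4 cytokine and receptor genes were higher over all features tested (cxcl19, il17rc, il4r.2 and tnfrsf1a) and 13 adjusted over the list alone. The response at 6 dpf was larger than at 8 dpf for the chemokine set (camera adjusted p of the difference 5.0e-04) and for the cytokine set (3.0e-05), and no difference was shown for NACHT domain genes (0.0890).
Complement genes (camera adjusted p = 0.423), cathepsins (0.441), matrixins (0.253), proteasome subunit genes (0.790), FOXO pathway genes (0.855) and the ubiquitin ligases of muscle atrophy (0.382) showed no shift as sets. Trypsin domain genes had a median of -0.034, a mean of 0.0032 and a camera adjusted p of 0.212 toward lower values. Collagen genes had a median of -0.023 (camera adjusted p = 0.304). The adjusted p of the collagen set was 0.0136 without DMSO replicate 4 and lay below 0.05 without 4-OHT replicate 3 or 4 as well.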

Interestingly, immune and defense responses remain highly represented in 4-OHT-treated atrofish larvae after 48 hours of recovery (S5A and S5B in S5 Fig), but markers for macrophage and neutrophil populations, *mpeg* and *mpx*, respectively, are no longer significantly upregulated at this time (S2 Table). In addition, some pro-inflammatory genes that are significantly upregulated at 6 dpf, including *ccl34*, *cxcl8*, *cxcl18*, *mmp9*, and *il1b*, are also no longer significantly upregulated at 8 dpf. These data suggest that shortly after recovery of 4-OHT-treated atrofish larvae from locomotion defects, the pro-inflammatory response is reduced in favor of a pro-regenerative (or anti-inflammatory) response, as indicated by high expression of the IL-22 receptor gene (IL-10 family receptors [45]). 

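At 8 dpf, mpeg1.2 (ENSDARG00000043093) had a level of 36.2 ± 2.90 CPM (SD, n = 4) in DMSO-treated and 56.9 ± 6.67 CPM (SD, n = 4) in 4-OHT-treated larvae. The log2 fold change was 0.65 (standard error 0.090, adjusted p = 0.00543, edgeR), below the fold-change limit, and the groups did not overlap (two-sided exact permutation test, p = 0.0286). Its response was larger at 6 dpf by 2.10 on the log2 scale (adjusted p = 3.2e-04, edgeR). For mpeg1.1 the log2 fold change was 0.66 (standard error 0.31, adjusted p = 0.387, edgeR). mpx (ENSDARG00000019521) had 52.7 ± 6.45 CPM and 83.6 ± 24.0 CPM (SD, n = 4 each), a log2 fold change of 0.66 (standard error 0.21, adjusted p = 0.236, edgeR). Without 4-OHT replicate 1 it was 0.83 with an adjusted p of 0.0173 (edgeR). The difference of mpx between the ages was 0.68 (adjusted p = 0.148, edgeR). As a set, the markers were higher at 8 dpf (camera adjusted p = 0.00193), with 1 at an adjusted p of at most 0.05 over all features tested (mpeg1.2) and 2 adjusted over the list alone (mpeg1.2 and mpx).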

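None of the ccl34, cxcl8 and cxcl18 genes tested at 8 dpf, nor mmp9 or il1b, was called by edgeR, while their log2 fold changes lay above 0. They were 1.91 for ccl34a.4 (adjusted p = 0.241), 0.97 for cxcl8a (0.399), 1.04 for cxcl8b.1 (0.104), 0.67 for cxcl18a.1 (0.369), 1.13 for cxcl18b (0.455), 2.05 for mmp9 (0.413) and 2.34 for il1b (0.414). cxcl8b.3 stood at 0.070 (0.951), and at -0.15 without 4-OHT replicate 1. mmp9 was at 23.1 ± 5.49 CPM in DMSO-treated and 96.0 ± 129 CPM in 4-OHT-treated larvae (SD, n = 4 each). Its level was 289 CPM in 4-OHT replicate 4 and 30.1 to 33.5 CPM in the other 4-OHT-treated samples. Without 4-OHT replicate 4 the log2 fold changes were 0.44 for mmp9, 0.38 for il1b, 0.80 for ccl34a.4, 0.29 for cxcl8a and 0.45 for cxcl18b. Without DMSO replicate 4, cxcl18a.1 had a log2 fold change of 1.08 (adjusted p = 0.0431, edgeR).
A smaller response at 8 dpf than at 6 dpf was shown by edgeR for ccl34a.4 (difference 3.26, adjusted p = 0.0297), cxcl8b.1 (4.14, 4.8e-05), cxcl18a.1 (2.70, 0.00259) and cxcl18b (3.22, 0.0422). Leaving out 1 sample raised the adjusted p above 0.05 in 11 of 14 cases for cxcl18b and in 6 for ccl34a.4, up to 0.113 and 0.0872. With edgeR no difference between the ages was shown for mmp9 (2.79, 0.125), il1b (2.59, 0.255) and cxcl8a (1.97, 0.0887). DESeq2 gave cxcl8a an adjusted p of 0.0257, and over the alternatives that keep every sample it lay between 0.0352 and 0.208 for mmp9, 0.0803 and 0.361 for il1b and 0.0210 and 0.122 for cxcl8a. Without 4-OHT replicate 4 of 8 dpf, the adjusted p of these differences was 7.5e-04, 0.00268 and 0.00851 (edgeR).
irg1l, which lies in the stretch of chromosome 14 with changed alternate-locus features, was called at 8 dpf. It had 35.5 ± 4.79 CPM and 79.0 ± 23.3 CPM (SD, n = 4 each), a log2 fold change of 1.16 (standard error 0.20, adjusted p = 0.0457, edgeR). Its adjusted p lay above 0.05 in 6 of 8 comparisons that leave out 1 sample, from 0.0550 without 4-OHT replicate 3 to 0.142 without DMSO replicate 3. The list of inflammation genes had a median log2 fold change of 1.13 at 8 dpf (camera adjusted p = 9.9e-05), with 1 gene at an adjusted p of at most 0.05 over all features tested and 3 adjusted over the list alone (ccl34a.4, cxcl8b.1 and irg1l).

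**Figure D3:**
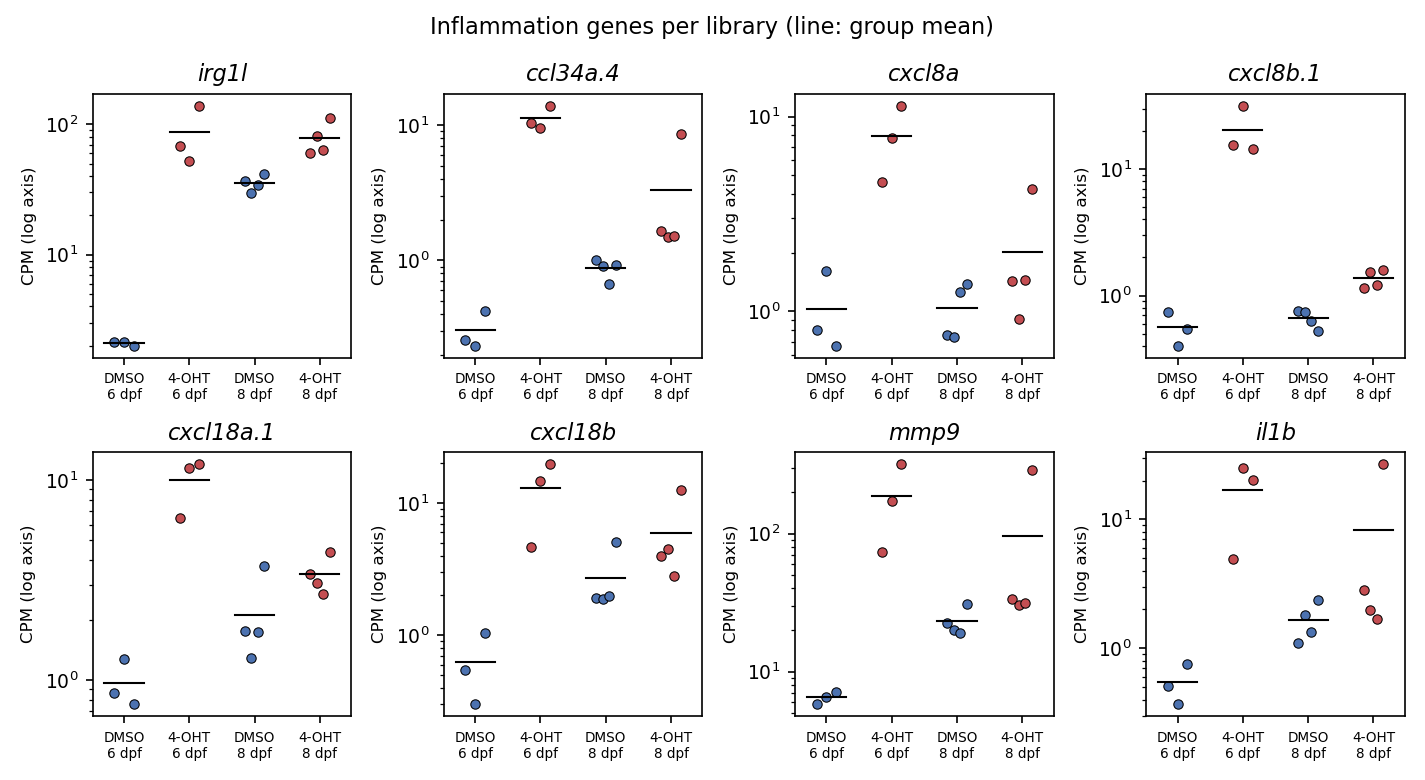
Normalized counts (CPM, log axis) of 8 inflammation genes in each sample of DMSO-treated and 4-OHT-treated larvae at 6 dpf (3 samples per group) and 8 dpf (4 samples per group). Lines are group means, and for mmp9 1 sample at 8 dpf, 4-OHT replicate 4, stands at 289 CPM.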

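il22ra2 (ENSDARG00000039439), taken here as the IL-22 receptor gene that the paper's text names without a symbol, lies on chromosome 13 from 23623346 to 23630027. At 8 dpf it had 52 counts over the DMSO-treated and 158 over the 4-OHT-treated group, or 0.400 ± 0.275 CPM and 1.20 ± 0.367 CPM (SD, n = 4 each). The log2 fold change was 1.56 (standard error 0.43, adjusted p = 0.121, edgeR), and edgeR did not call it. DESeq2 called it with an adjusted p of 0.0398 (range over the alternatives 0.0398 to 0.119). Without DMSO replicate 4 edgeR gave a log2 fold change of 2.14 with an adjusted p of 0.0257. At 6 dpf il22ra2 had 2 counts over the DMSO-treated and 34 over the 4-OHT-treated group, a ratio of 16.4 (95% Clopper-Pearson interval 4.21 to 141, counting error only), too few for the test at that age. Its 4-OHT-treated samples stood at 0.760, 0.127 and 0.212 CPM, so the ratio rests largely on replicate 1. The difference between the ages was 2.31 (adjusted p = 0.208, edgeR). Counts of il22ra2 alone do not show whether signaling by IL-22 rose.
il10rb, the gene of a receptor chain of the IL-10 family, had a log2 fold change of -0.20 at 8 dpf (standard error 0.078, adjusted p = 0.289, edgeR). The ligand gene il22 had 64 and 167 counts at 8 dpf (log2 fold change 1.32, not called by edgeR). At 6 dpf it had 0 and 47 counts, which is at least 16.2-fold higher in 4-OHT-treated larvae against a floor of 3 counts over the group. The list of IL-22 and IL-10 family genes had a camera adjusted p of 5.0e-04 at 6 dpf and 0.0277 at 8 dpf, and a mean log2 fold change of 0.84 at 8 dpf. At 8 dpf the adjusted p of the list was 0.0794 without 4-OHT replicate 4, 0.0586 without DMSO replicate 1 and 0.0525 without DMSO replicate 2. Adjusted over the list alone, 3 genes were higher (il10ra, il22 and il22ra2) and 1 lower (il10rb) at 8 dpf, against none over all features tested with edgeR.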

Stress-response genes, glucocorticoid-receptor-target genes and cortisol are also no longer overexpressed at 8 dpf in atrofish larvae (S2 Table and Fig 4F). Together, the above results indicate that the recovery of locomotion capacity in 4-OHT-treated atrofish larvae correlates with reduced stress and pro-inflammatory responses.

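At 8 dpf, klf9 had 208 ± 17.4 CPM in DMSO-treated and 222 ± 15.2 CPM in 4-OHT-treated larvae, and sgk1 had 93.0 ± 14.3 CPM and 94.3 ± 8.77 CPM (SD, n = 4 each). The log2 fold changes were 0.094 for klf9, 0.020 for sgk1, -0.050 for tsc22d3, which lies on chromosome 14, and -0.10 for pomca, with adjusted p between 0.644 for klf9 and 0.963 for sgk1 (edgeR). With single samples left out, the values ranged from -0.092 to 0.088 for sgk1, from -0.13 to 0.028 for tsc22d3 and from -0.31 to 0.11 for pomca. fkbp5 stood at 0.50 (standard error 0.13, adjusted p = 0.137, edgeR). DESeq2 gave fkbp5 an adjusted p of 0.0122 (range over the alternatives 0.0122 to 0.194) at a log2 fold change of 0.48. As a set, the glucocorticoid and stress genes showed no shift (median log2 fold change 0.020, camera adjusted p = 0.582). Adjusted over the list alone, 1 of them was higher (fkbp5).
By the test of the difference in edgeR, the response at 6 dpf was larger than at 8 dpf for klf9 (2.28, adjusted p = 3.5e-04), fkbp5 (1.88, 3.1e-04), sgk1 (2.28, 2.9e-05) and tsc22d3 (1.37, 4.2e-05), and for the set, part of which was chosen on these samples (camera adjusted p = 2.7e-07). For pomca the difference was 1.29 (adjusted p = 0.0534, edgeR). fbxo32 had 246 ± 11.8 CPM and 249.9 ± 6.42 CPM (SD, n = 4 each) at 8 dpf, a log2 fold change of 0.023 (standard error 0.056, adjusted p = 0.907, edgeR). Without DMSO replicate 1 it was -0.019. The difference of its response between the ages was 2.13 (adjusted p = 1.1e-04, edgeR).

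**Figure D4:**
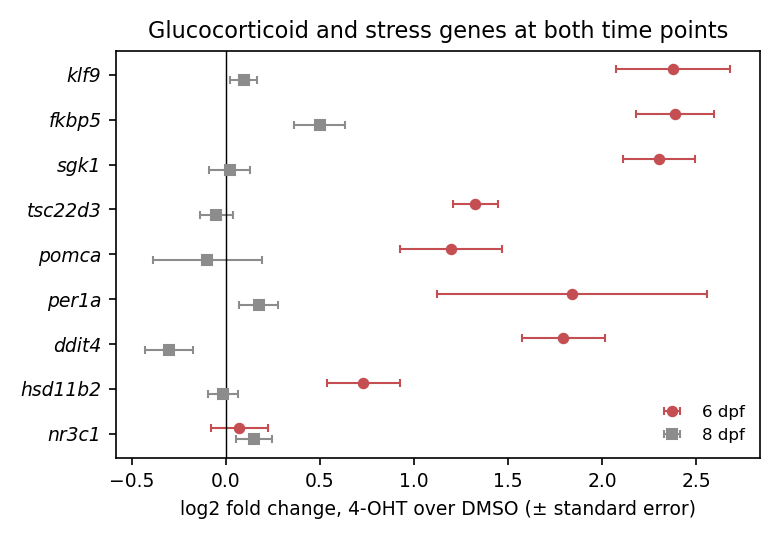
Log2 fold change of the 9 glucocorticoid and stress genes, 4-OHT-treated over DMSO-treated larvae, at 6 dpf (3 samples per group) and 8 dpf (4 samples per group). Bars are standard errors, and klf9 goes from 2.38 at 6 dpf to 0.094 at 8 dpf.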

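Upregulation at 6 dpf and no call at 8 dpf was found for 876 genes. In 754 of them the level in DMSO-treated larvae was higher at 8 dpf than at 6 dpf, and in 553 the level in 4-OHT-treated larvae was lower. The median log2 rise in DMSO-treated larvae was 1.18 and the median log2 fall in 4-OHT-treated larvae 0.27. The rise in DMSO-treated larvae was the larger of both in 594 genes (67.8%). The stress-response and pro-inflammatory genes the paper names, if tested at both ages and called only at 6 dpf, were split. The rise was the larger for klf9, fkbp5, sgk1, tsc22d3, mmp9, il1b and cxcl18b. For mmp9 and il1b the level in 4-OHT-treated larvae at 8 dpf rests largely on replicate 4. It stood at 288.9 CPM against 30.15 to 33.52 for mmp9, and at 26.9 against 1.673 to 2.825 for il1b. Such high values make the fall smaller, so neither gene can be placed in this split. In both genes neither change between the ages had an adjusted p of at most 0.05 (edgeR, lowest 0.09325 for the rise of mmp9). The fall in 4-OHT-treated larvae was the larger for cxcl8b.1, cxcl8a, cxcl18a.1, ccl34a.4 and pomca. For cxcl8b.1 the log2 change was -3.94 in 4-OHT-treated and 0.20 in DMSO-treated larvae. These changes run between samples of different ages, whereas each call at 8 dpf rests on samples of 1 age. From stress-response and pro-inflammatory genes no longer significantly upregulated at 8 dpf, and from cortisol no longer raised, the paper concludes that recovery of locomotion correlates with reduced stress and inflammation.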

### Young adult atrofish exhibit reduced muscle mass and swimming performance

To determine whether the atrophic phenotype that we observe in zebrafish larvae and that is dependent on Atrogin-1 expression in skeletal muscles is recapitulated in adult fish, we treated one-month-old fish carrying Tg(*ubi:Lox-stop-Lox-atrogin1*) and Tg(*503unc:creERT2*) transgenes with 1.25µM of tamoxifen (TAM), once every week until 6 months of age. To analyze muscle atrophy, we performed tissue-clearing of whole adult muscle tissue [46]. In combination with MesoSPIM light-sheet microscopy for macrosamples [47], tissue-clearing allowed us to assess and quantify muscle integrity by imaging the fluorescence of the muscle tissue by GFP expression analysis in muscle fibers from the *murf1a:gfp* transgene. We observed a significant number of areas in the muscle tissue of TAM-treated atrofish with muscle-fiber degeneration (Fig 5A). Volumetric analysis using 3D reconstruction reveals that the volume of GFP+ muscle tissue in the atrofish is ~ 37% less than that of control animals (Fig 5B and 5C). This observation indicates that chronic Atrogin-1 expression in young zebrafish leads to early muscle atrophy and degeneration. In addition to the reduction in muscle volume, we also quantified a 13% reduction in muscle tissue expressing GFP in the atrofish compared to the expected calculated volume after 3D reconstruction (Fig 5D and 5E), suggesting that the atrofish exhibit not only an atrophic phenotype but also reduced muscle mass and muscle degeneration inside the tissue. We identified an average of ~75 sites of injury in the atrofish versus ~10 in control fish (Fig 5F), with an average muscle-degeneration volume of ~4.11x10^6^ µm^3^ in atrofish versus ~1.06x10^6^ µm^3^ in control fish (Fig 5G). The distribution of the injury sites indicates that atrofish harbor larger numbers of both small-volume and large-volume injuries compared to control fish at 6 months of age (Fig 5H and 5I). We then calculated the percentages of injuries at different positions in the truck (at each position, the percentage of the total number of injuries in the trunk), and the average injury volume at each position, to correlate the sites of degeneration with the position of the fins. Interestingly, we observed that adult atrofish have ~ 50x, ~ 15x, and ~3x greater amounts of degenerated tissue than control fish at the anal, dorsal, and caudal fins, respectively (S5C in S5 Fig). The above observation suggests that muscle contraction is involved in the development of the degenerative phenotype, with greater numbers of larger injuries at the anal and dorsal fins in the adult atrofish. In addition, we observed a slight but significant reduction in the size of TAM-treated atrofish compared to TAM-treated control fish, 6 months after treatment (S5D and S5E in S5 Fig). To determine if muscle atrophy and degeneration are associated with reduced muscle function, we tested swimming performance. We showed that at 6 months of age, swimming performance of atrofish is reduced by 31% compared to that of control fish (Fig 5J), indicating that muscle atrophy correlates with reduced muscle function in young animals (males and females perform similarly, for both control fish and atrofish; S5F in S5 Fig). However, we observed that control fish treated with TAM until 6 months of age show a slight, but significant, increase in swimming performance compared to control fish treated with DMSO until 6 months of age (Fig 5J). This effect could be attributed to a moderate positive impact of TAM treatment on muscle tissue, as studies in mice have suggested that TAM could have a beneficial effect on muscle hypertrophy and function [48–51]. We also demonstrated that 4-OHT treatment of WT larvae has no negative impact on neuronal survival or neuromuscular-system organization. Rather, we observed a slight increase in motoneurons after 4-OHT treatment of WT larvae. Together, these observations suggest that neither TAM nor 4-OHT treatment has a significant negative effect on the zebrafish neuromuscular system that would be responsible for locomotion defects. Next, we asked if, as we observed in larvae, the locomotor phenotype is reversible in adult fish. To test this, we allowed some fish previously treated with TAM between 1 and 6 months of age to recover by maintaining the fish without treatment between 6 and 9 months of age. Importantly, both males and females again showed similar swimming performances in each experimental condition (S5G in S5 Fig). Interestingly, we observed that the swimming performance of “recovered” nine-month-old atrofish is still poorer than that of control fish (Fig 5K). These data indicate that 3 months after stopping the TAM treatment, an efficient regenerative response does not take place in adult atrofish. This observation raises the hypothesis that the muscle stem-cell pool is dysfunctional (senescence?) or absent (exhaustion?) in these animals, potentially because of continuous muscle-fiber degeneration associated with chronic inflammation and stress. Future studies will explore the mechanisms underlying the non-regenerative phenotype in the adult atrofish after chronic Atrogin-1 expression.

**Fig 5:**
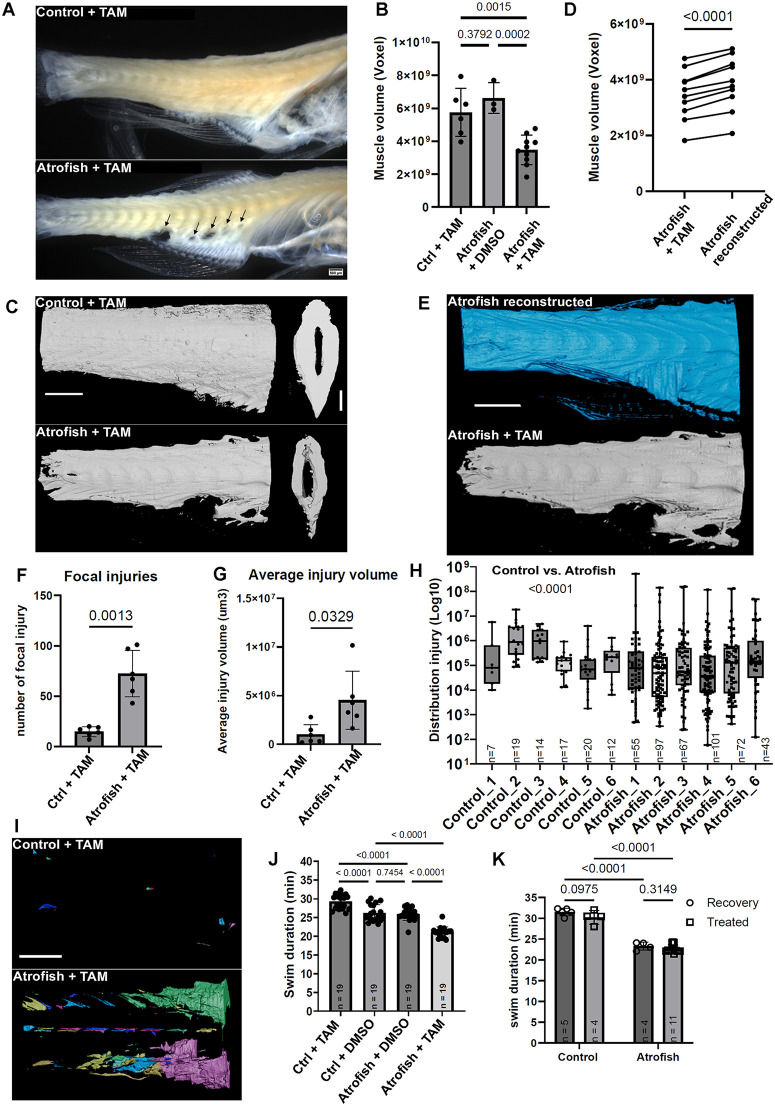
Atrogin-1-dependent muscle dysfunctions are irreversible in chronically treated adult atrofish. **(A)** Brightfield imaging of adult zebrafish trunk after tissue-clearing showing degeneration of skeletal-muscle tissue in one-month-old atrofish treated with tamoxifen (TAM) for 5 months (bottom) compared to TAM-treated control fish (control; top) at 6 months of age. Arrows indicate regions of degeneration. **(B)** Quantification of the volume of muscle tissue in TAM-treated control fish (n = 6) or atrofish treated with either DMSO (n = 3) or TAM (n = 10). Statistical significance is determined by t-test, two-tailed, unpaired. **(C)** Representative images of 3D reconstructed trunk skeletal-muscle tissue after chronic TAM treatment in control fish (top) or atrofish (bottom) at 6 months of age. **(D)** Quantification of the volume expected after 3D reconstruction of atrofish trunk skeletal-muscle tissue (n = 10). Statistical significance is determined by t-test, two-tailed, paired. **(E)** Representative images of 3D reconstructed trunk skeletal-muscle tissue after chronic TAM treatment in atrofish at 6 months of age. **(F, G)** Quantification of the number of focal injuries in TAM-treated control fish (n = 6) and TAM-treated atrofish (n = 6) at 6 months of age after 3D construction **(F)**. Quantification of the average volume of injuries in TAM-treated control fish (n = 6) and TAM-treated atrofish (n = 6) at 6 months of age after 3D construction **(G)**. Statistical significance is determined by t-test, two-tailed, unpaired with Welch’s correction. **(H)** Quantification of the distribution of the injuries identified in **(G)** in TAM-treated control fish (n = 6) and TAM-treated atrofish (n = 6) at 6 months of age after 3D construction. n in the graphic indicates the number of injuries per biological replicate. Injuries from 6 biological replicates for control or atrofish have been pulled together to determine statistical significance using t-test, two-tailed, unpaired. **(I)** Representative images of the numbers and sizes of injuries in trunk skeletal-muscle tissue after chronic TAM treatment in control (top) or atrofish (bottom) at 6 months of age. Each color represents a single injury, quantified in **(H)**. **(J)** Quantification of swimming capacity of control fish and atrofish at 6 months of age treated with either DMSO or 4-OHT for 5 months (n = 19 for each condition). Statistical significance is determined by Mann-Whitney test, two-tailed, unpaired. **(K)** Quantification of swimming capacity of control fish (n = 9) and atrofish (n = 15) at 9 months of age, treated with TAM for 5 months, i.e., between 1 and 6 months of age, and then treated with either DMSO (ctrl, n = 5; atro, n = 4) or TAM (ctrl, n = 4; atro, n = 11) for an additional 3 months (i.e., until 9 months of age), to test for recovery of swimming function. Statistical significance is determined by a Two-way Anova. Error bars represent s.d. Scale bars: 1 mm.

Together, our work validates the atrofish as a new genetic model of muscle atrophy, both in zebrafish larvae and adults (Fig 6). We demonstrated that muscle-specific expression of Atrogin-1 leads to dysregulation of processes associated with proteolysis, inflammation, the stress response, and apoptosis. We also identified myosin light-chain degradation as a potential driver of muscle weakness and reduced muscle function. Our observations that many injury sites are located at the anal and/or dorsal fins in both larvae and adult atrofish also suggest that muscle contraction and locomotion behavior are involved in development of the degenerative phenotype. Unexpectedly, muscle-fiber degeneration was correlated not only with NMJ reduction but also with spinal-neuron degeneration. The question of whether or not this phenotype also occurs during degenerative diseases such as sarcopenia in mammals remains unanswered.

**Fig 6:**
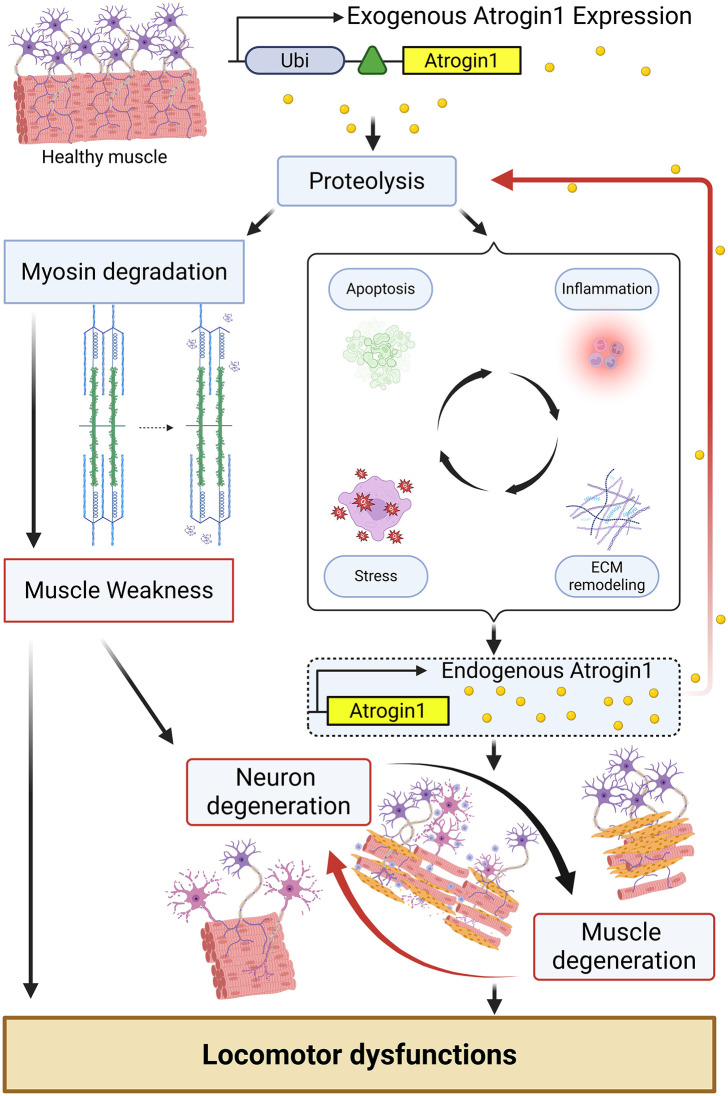
Graphical representation of the biological processes underlying the neuromuscular degeneration phenotype associated with Atrogin-1 expression. Created in BioRender. Menard, R. (2025) - https://BioRender.com/1kpf9fg.

In conclusion, the atrofish is a new genetic model of accelerated neuromuscular degeneration. Determination of its value as a proper model of accelerated muscle aging will require further investigation. Currently, the atrofish provides opportunities to better understand the biological mechanisms underlying degenerative phenotypes associated with Atrogin-1 expression as observed during sarcopenia development in mammals. It also represents a vertebrate genetic model, in larvae and young adult fish, for testing and screening drugs for their therapeutic potential to limit neuromuscular degeneration and/or promote regeneration and alleviate some of the symptoms associated with muscle atrophy and aging.

## Materials and methods

### Ethics statement

Experiments were performed in accordance with animal care guidelines. Our IACUC animal protocol (AUP#22–06) is approved by the MDI Biological Laboratory IACUC ethics committee (chair: Wynne Guglielmo; veterinarian: Peter Merril).

### Study design and statistical analysis

Research subjects (larval stage, adults vs. larvae, and genotype) and treatments applied are defined in the figures and/or figure legends. Experimental analyses were performed with a minimum of 3 biological replicates (and a minimum of 3 technical replicates when applicable). Regarding statistical power, we calculated the effect size with Cohen’s D and found that all measured differences had D-values that exceeded an absolute value of 4, which qualifies as a very large effect. For experiments using zebrafish larvae as one biological replicate, a minimum of 20 larvae were used. The number of biological replicates and larvae used for each specific experiment as well as the statistical test used to calculate significance is indicated in the figure legends. For statistical analysis, p-values are indicated in the figures. Comparisons were conducted to determine significant differences between control and experimental conditions. Statistical analyses were performed using GraphPad Prism 10. The normality of data distribution was assessed using the Shapiro-Wilk test and visualized with quantile-quantile (Q-Q) plots. Homogeneity of variance between groups was evaluated using F-tests. Based on these preliminary analyses, Student’s T-test, T-test with Welch’s correction, or Mann-Whitney test were selected for subsequent statistical comparisons, as indicated in the figure legends. Statistical significance was set at p < 0.05. Processing and method analysis of the bulk RNAseq dataset is described below in the Materials and Methods section.

### Fish lines and developmental conditions

The following transgenic lines have been used in this study: Tg*(mpeg1.1:mCherry)* [52]*,* Tg*(mnx1:mCherry)* [53], and Tg*(gfap:gfp)* [54], Tg(*ubi:Lox-stop-Lox-atrogin1*), Tg(*503unc:creERT2*) and Tg(*murf1a:gfp*)*.* Embryos were raised and staged according to standard protocols [51]. For imaging analysis, larvae were fixed overnight at 4°C in 4% paraformaldehyde/1xPBS, after which they were dehydrated through an ethanol series and stored at −20°C until use.

### Plasmid construction and transgenic line establishment

For generation of Tg(*ubi:Lox-stop-Lox-atrogin1*) zebrafish, a p5E entry vector containing the ubiquitin promoter and the *lox*P cassette [24] was used. The *atrogin-1* ORF was amplified by PCR from zebrafish cDNA and cloned in the pME middle-entry vector. Generation of the Tg(*503unc:creERT2*) was perfomed using the small 503unc skeletal-muscle-specific promoter [23] and the creERT2 coding sequence [25].

For generation of Tg(*murf1a:gfp*) zebrafish, we cloned 5kb of the *murf1a* gene promoter in the p5E entry clone and used the pME-*gfp* plasmid as middle-entry vector.

The appropriate entry and middle-entry clones were mixed with the SV40pA 3’ entry vector and recombined into the Tol2 transposon destination vector. To establish stable transgenic lines, plasmids were injected into one-cell-stage embryos with Tol2 transposase mRNA [22].

### Pharmacological treatments

Stock solution of 1-phenyl 2-thiourea (PTU; Sigma) was prepared at 25X (0.075%). PTU 1X working solution was used to inhibit pigmentation in zebrafish embryos. A stock solution of hydroxytamoxifen (4-OHT; Sigma) was prepared at 10 mM in 100% DMSO (Sigma). For induction of Atrogin-1 expression, zebrafish larvae were treated at a concentration of 10 µM.

### Gene-expression analysis

HCR-RNA fish were performed using *atrogin-1*, *pdgfrb* or *mpeg1.2* probes designed by Molecular Instruments, and *in situ* hybridization and revelation were performed following the provider protocol.

Total RNA samples for bulk RNAseq analysis were prepared with ~50 larvae/sample. Each experimental condition was performed using biological quadruplicates to ensure reproducibility. Trizol (Invitrogen) was used to homogenize cellular extracts with the TissueLyzer (Qiagen). RNA purification was performed as described above. For bulk RNAseq analysis, library preparation and sequencing were carried out by NovoGene using the Illumina NGS platform. Raw FASTQ sequencing data underwent preprocessing to filter out adapters, poly-N tails, and low-quality reads. Indexing and alignment were performed using HISAT2 (v2.0.5) [55] against the GRCz11 (*Danio rerio*) reference genome obtained from Ensembl. Mapped reads were assembled using StringTie (v1.3.3b) [56], and quantification was performed using FeatureCounts (v1.5.0-p3) [57]. Differential expression analysis was conducted in the R environment using DeSeq2 [58], and Gene Set Enrichment Analysis (GSEA) was performed using clusterProfiler [59]. All visualizations were generated using ggplot2. RNAseq data are available via the GEO database and the accession number GSE274353.

To map the effects of cortisol exposure to cell and tissue type we used the procedure reported previously [60]. Briefly, we used a published single-cell atlas of zebrafish development [61], reducing the atlas to the data from 5 dpf embryos. The 5dpf data was reclustered and marker genes identified, using Seurat v5 [62,63]. Probable cell types within the clusters were identified by matching the annotations from the full embryo atlas to the 5 dpf single-cell data. Cortisol and matched control bulk RNAseq data sets (GEO records GSE80221 and GSE144885), and quantified using the Nextflow NF-core/rnaseq pipeline (v 3.12.0 for GSE144885 data and v 3.14.0 for GSE80221 data), using the Ensembl release 110 annotations of the Zebrafish GRCz11 genome assembly. The subsequent expression matrixes were joined and converted to rlog values using DESeq2 version 1.26.1 (DESeq2) [58]. The rlog matrixes were normalized on a gene-by-gene basis, by subtracting the gene-specific average and dividing by the gene-specific standard deviation. The resulting Z-transformed matrix was subjected to Principal Components analysis using SAS JMP version 18.0.1 for Mac OS. Inspection of the PCA in conjunction with metadata (experiment, treatment, replicate) indicated that Principal Component 5 captured the response to cortisol. The loading vector for this PC was reduced to only those genes that were identified as cell cluster markers as described above, and the plot of PC5 loading was also generated using JMP.

### Cortisol level analysis

Zebrafish larvae were treated with 10 μM hydroxytamoxifen from 5 to 6 dpf. At either 6 dpf or 8 dpf, samples of 30 larvae each were snap-frozen in liquid nitrogen for 3 minutes and stored at -80°C until analysis. Cortisol levels were measured using the Cortisol ELISA kit (Neogen - 402710). For sample preparation, zebrafish larvae were lysed, homogenized, and resuspended in 250 μL extraction buffer. 200 μL of the homogenate was transferred to a glass tube and mixed with 1 mL of Ethyl Acetate by vortexing for 30 seconds. After phase separation, the upper phase was transferred to a new glass tube and evaporated under nitrogen (N2) stream. The dried sample was reconstituted in 200 μL extraction buffer and assayed immediately following the procedures detailed in the Neogen Cortisol ELISA Kit manual.

### Locomotion (larvae) and swimming (adults) analysis

Larvae were treated with hydroxytamoxifen or DMSO at 10 μM from 5 dpf to 7 dpf, or from 5 to 6 dpf followed by multiple washes with fresh water to remove chemicals. Individual larvae were placed in 24- or 48-well plates containing 500 μL of medium. Locomotion assays were performed using Zebrabox and recorded using Viewpoint quantization software. Parameters used were: threshold 19, freezing 5, and burst 6, with data integration every 4 hours. A backlight (20%) and toplight (3%) were activated during the assay. Total locomotive activity per 4-hour period was calculated by summing small burst movements and comparing them with freezing activity. Maximum values did not exceed 14,400 seconds (4 hours) per integration point. Raw data were transformed into percentage of activity and analyzed using GraphPad Prism. Multiple unpaired t-tests with the False Discovery Rate (FDR) method were performed, analyzing mean and variance for each population row. Each data point represents one individual.

Swimming tunnel preparation, calibration, and maintenance were adapted from *Burris et al.*[64].The swim performance assay was modified to use velocity increments of 5 cm/s every 3 minutes for a total duration of 60min, with fish size positioned at 3 cm in length and an average of 5 zebrafish swimming simultaneously in the swimming chamber. This group size was selected to avoid conflict between zebrafish while enabling accurate recording of swimming performance for each individual fish. Before starting the performance assay, zebrafish were acclimated for 15min in the swimming chamber with a velocity of 30 cm/s. Significance is determined by t-test, two-tailed, unpaired. Error bars represent s.d.

### Beating heart analysis

Samples were mounted with 1.2% low-melting agarose in a petri dish 35 mm in diameter, with a glass bottom. Images were acquired using a Spinning-disk confocal unit (CSU-W1, Yokogawa, Japan) on a Nikon inverted Ti-Eclipse microscope stand (Nikon Instruments Inc., Japan), equipped with an objective magnification 20x and numerical aperture (NA) of 0.75, immersion medium Air (dry). For live imaging experiments, the sample was placed into a Stagetop Incubator System (Okolab srl, Italy) and warmed at 28°C using the Heated Chamber for Nikon Motorized Stage (H301-NIKON-Ti-S-ER, Okolab srl, Italy). Images were collected every 15ms, using an exposure time of 10ms for a total duration of 1 minute. To count heartbeats, the Z-plot axis was used and peaks were counted manually. Significance is determined by t-test, two-tailed, unpaired. Error bars represent s.d.

### Heart volume analysis

Samples were mounted with 1.2% low-melting agarose in a petri dish 35 mm in diameter, on top of agarose drops. Images were acquired using a point scanning confocal unit (LSM 980, Carl Zeiss Microscopy, Germany) with a 20x magnification and NA of 1.00 objective lens with water immersion medium (Carl Zeiss Microscopy, Germany). For 3D reconstruction, images were 4091*4006 pixels acquired at 8-bit controlled with Zen Blue 3.1 software (Carl Zeiss Microscopy, Germany). 124 μm Z-stack images were collected with a step size of 1 μm with the Motorized Scanning Stage 130x85 PIEZO (432022-9903-000, Carl Zeiss Microscopy, Germany). Significance is determined by t-test, two-tailed, unpaired. Error bars represent s.d.

### Blood flow analysis

Samples were mounted with 1.2% low-melting agarose in a petri dish 35 mm in diameter, with a glass bottom. Images were acquired using a Spinning-disk confocal unit (CSU-W1, Yokogawa, Japan) on a Nikon inverted Ti-Eclipse microscope stand (Nikon Instruments Inc., Japan), equipped with an objective magnification 20x, numerical aperture (NA) of 0.75, immersion medium Air (dry). Samples were imaged using DIC microscopy. Images were acquired in 2048*2048 pixels, 16-bit with a Scientific CMOS Zyla 4.2 (AndorTechnology, United Kingdom) controlled with NIS AR 5.41.02 software (build 1711, Nikon Instruments Inc., Japan). Samples were placed into a Stagetop Incubator System (Okolabsrl, Italy), warmed at 28°C using the Heated Chamber, and images were collected every 500 ms for a total duration of 10 sec. Significance is determined by t-test, two-tailed, unpaired. Error bars represent s.d.

### Immunostaining

Immunostaining was performed using anti-GFP (1/1,000, Torrey Pines Biolabs), anti-DsRed (1/500, Takara), anti-HuC/D (1/500, Invitrogen), anti-znp1 (1/50, DSHB), anti-zn8 (1/50, DSHB), anti-F310 (1/50, DSHB), anti-A4.1025 (1/50, DSHB), anti-SV2 (1/50, DSHB), and anti-acetylated tubulin (1/500, Sigma) as primary antibodies and Alexa 488, Alexa 555, or Alexa 647-conjugated goat anti-rabbit immunoglobulin G (IgG) or goat anti-mouse IgG (1/1,000) as secondary antibodies (Invitrogen). Phalloidin-Alexa 488 was used to bind actin and reveal muscle fibers (Invitrogen).

### Niel red and Sirius red stainings

Niel red was used at 0.25mg/ml (0.75 mM) in 0.4% acetone for 30 min on larvae freshly euthanized with tricaine. Larvae were then washed 4 times with PBS tween 0.1% and mounted in glycerol for fluorescent imaging. Sirius red was used at 0.1% in picric acid for 60 min on fixed larvae. Larvae were then washed 4 times with 0.5% citric acid and mounted in glycerol for birefringence imaging.

### Tissue Clearing

Tissue clearing was adapted from Pende et al., [45]. Fish were euthanized in ice for 5min and then dehydrated gradually with ethanol and stored until use. Before clearing, fish were rehydrated in 0.1% PBS-Tween and meticulously skinned, and were then placed in 3% H_2_O_2_ solution for 10min to increase depigmentation efficiency. Fish were then incubated in Solution 1 (25% urea, 5% Triton-100x, 5% Chaps) for 5h at 37ºC under gentle agitation. Then fish were gradually dehydrated using 50% Tert-butanol/4% PBS-Quadrol; 75% Tert-butanol/4% PBS-Quadrol, overnight at 37ºC; 80% 1-propanol/4% dH_2_O-Quadrol, overnight at 4ºC; 90% 1-propanol/4% dH_2_O-Quadrol, overnight at 4ºC; and 100% 1-propanol, overnight at 4ºC. Each step was performed under gentle agitation. For final RI matching fish were then immersed in sDBE consisting of DBE which was first purified with aluminiumoxde and subsequently stabilized with 0.3% propyl gallate.

### Image acquisition

Images were acquired using either a widefield Zeiss AxioImager M2 Upright microscope (430004-9902-000, Carl Zeiss Microscopy, Germany), a Zeiss Axio Observer.Z1 inverted microscope (431007-9902-000, Carl Zeiss Microscopy, Germany) or a point scanning confocal unit (LSM 980, Carl Zeiss Microscopy, Germany) on a Zeiss Axio Examiner Z1 upright microscope stand (409000-9752-000, Carl Zeiss Microscopy, Germany), as indicated in figure legends.

For birefringence analysis, we used a Polarizer D (000000-1121-813, Carl Zeiss Microscopy, Germany) and a LD condenser (424244-0000-000, Carl Zeiss Microscopy, Germany).

For light-sheet microscopy, images were acquired using a mesoSPIM light-sheet microscope [46] equipped with a MI Plan 4.0X/ 0.35 Air objective lens (Ref: 130-133-602). The images underwent modifications using Fiji software. To ensure consistency in image processing, a macro was devised in collaboration with our team and the Light Microscopy Facility at MDIBL and will be made available upon request.

### 3D reconstruction and segmentation

#### Zebrafish larvae.

To analyze *atrogin-1* expression, we imaged larvae using a Zeiss LSM980 confocal microscope. Three-dimensional reconstruction was performed using Imaris software. Volumes of *atrogin-1* expression were reconstructed and segmented using the Surfaces module in Imaris. The following parameters were applied: surface detail of 0.0529 μm with background subtraction (local contrast) using a 1.98-μm-diameter sphere. An intensity threshold of 200 and a surface filter of 100 were applied. The “Center point” surface style was selected for optimal rendering. Motoneurons were reconstructed and segmented using the Surfaces module in Imaris. Different parameters were applied for each anatomical component. Spinal cord segmentation: Surface detail of 2 μm with absolute intensity thresholding was applied. An intensity threshold of 3054, minimum volume of 5 μm³, and surface filter above 6000 were used. Axons and NMJ segmentation: Surface detail of 0.2 μm with background subtraction (local contrast) using a 1.98-μm-diameter sphere was applied. An intensity threshold of 375 and surface filter above 15 were used. Two classifications were defined at a threshold of 607 to distinguish NMJs from axons. Visualization and correction: Each anatomical component was isolated and assigned unique color labels: white (spinal cord), red (axons), magenta (NMJs) and yellow (immune cells). Auto-prediction was used to identify different motoneuron components, followed by manual segmentation correction to ensure accurate assignment. Morphometric analysis: Branching patterns were obtained using the Filaments module in Imaris with the soma, branching, and spine model. Soma were defined with an average diameter of 13.2 μm, and segments were set to range between 0.2 and 8 μm. The segment threshold was set at 100. No training data were applied. Quantitative data were extracted from the Statistics module and analyzed using GraphPad Prism. Statistical significance was determined as described in the Statistical Analysis section of the Materials and Methods and Figure legends.

#### Adult zebrafish.

Fish were imaged using MesoSPIM light-sheet microscopy with both right and left lasers to increase accuracy of the final image, followed by 3D reconstruction using Amira software. Reconstruction of the 3D image required superposition and alignment of both right and left laser images. For alignment, both files were loaded and colored with two high-contrast colors (green and magenta) in the ‘project’ window. Three easily identifiable structures were selected, and one channel was moved along the x, y, and z axes until structures in both images matched. Following alignment, images were reoriented so that the longitudinal section of the fish could be easily visualized on an x-y axis. While optional, this latter step increased efficiency during segmentation of focal injuries in the fish trunk. Volume was reconstructed by creating a mask of GFP-positive tissue and was adjusted manually to correct for autofluorescent structures such as the spinal cord, aorta, and caudal vein. The histogram range obtained from the control reconstruction was used to reconstruct atrofish uninjured reconstructed volume, with manual adjustments as needed. For segmentation, each section was divided into interior (GFP-positive tissue) and exterior (GFP-negative) materials. Individual injuries were isolated and assigned unique color labels. Auto-selection was used for clearly defined injuries not connected to the exterior material, while manual segmentation was performed for open injuries. Videos were extracted from Amira software using Camera Orbit, Animation Director, and Volume Rendering modules and exported as.AVI files at a rate of 25 fps. Snapshots were extracted using Volume Rendering and Snapshot modules, and were exported as.PNG files. Volumes were extracted from the ‘Material Statistics’ module and uploaded to GraphPad Prism for statistical analysis. The significance of injury volumes and location were determined by t-test, two-tailed, unpaired. Error bars represent s.d.

## Supporting information

S1 Fig Proteolysis, inflammation, stress response and apoptosis processes are affected in the atrofish. **(A)** Schematic representation of the method used to validate Tg(*503unc:creERT2*) transgenic line with the Tg(*ubi:switch*) transgene. Efficient recombination of the *loxP* sites following 4-OHT treatment leads to mCherry expression in muscle fibers. **(B)** Quantification of proportion of the different phenotypes, as measured via phalloidin incorporation, observed in atrofish larvae treated with DMSO (n = 29), and after 24 (n = 29), 48 (n = 28), or 72 (n = 34) hours of 4-OHT treatment. Significance is determined by contingency Fisher’s exact test. **(C)** GO (Gene Ontology) analysis between control atrofish larvae (DMSO-treated) and atrofish larvae treated with 4-OHT for 24 hours. **(D)** KEGG analysis between control atrofish larvae (DMSO-treated) and atrofish larvae treated with 4-OHT for 24 hours. Error bars represent s.d.
(TIF)

S2 Fig Inflammation, fat deposition, gliosis, and fibrosis in the atrofish. Confocal projections of DMSO-treated atrofish larvae (top) or atrofish larvae treated with 4-OHT for 48 hours (bottom) at 6 dpf. **(A)** The number of macrophages was quantified using the *mpeg1:mCherry* transgenic line (DMSO; n = 13 and 4-OHT; n = 10). **(B)** Fat deposition was analyzed using Nile red incorporation (DMSO; n = 20 and 4-OHT; n = 20). Statistical significance is determined by multiple t-test, two-tailed, unpaired. Error bars represent s.d. **(C)** Representative picture of Sirius red staining to analyze collagen deposition in skeletal muscle tissue. **(D)** Representative images of *gfap:gfp* expression. GFAP expression was analyzed using the *gfap:gfp* transgenic line. **(E)** Representative image of *pdgfrb* expression. *pdgfrb* expression was analyzed using HCR fluorescent *in situ hybridization*. Scale bars: 100 μm.
(TIF)

S3 Fig Myosin light chain expression in fast-twitch muscle fibers, but not myosin heavy-chain expression, is affected in the atrofish. **(A)** Apotome sections of DMSO-treated atrofish larvae (left) or atrofish larvae treated with 4-OHT for 72 hours (right) at 6 dpf showing reduced F310 immunolabelling (purple) in trunk skeletal muscles. **(B)** Apotome sections of DMSO-treated atrofish larvae (left) or atrofish larvae treated with 4-OHT for 72 hours (right) at 6 dpf showing reduced F310 immunolabelling (purple) in trunk skeletal muscles in combination with dark-field imaging revealing the shape of the skin, myotomes, and notochord. **(C)** Quantification of proportion of the different phenotypes observed in DMSO-treated atrofish larvae (n = 33) or atrofish larvae after 24 (n = 36), 48 (n = 32), or 72 (n = 28) hours of 4-OHT treatment, with phalloidin incorporation and F310 immunostaining. Significance is determined by contingency Fisher’s exact test exact. **(D)** Confocal sections of DMSO-treated atrofish larvae (top) or atrofish larvae treated with 4-OHT for 24 hours (bottom) at 6 dpf showing phalloidin incorporation (green), A4.1025 (purple) and F310 (cyan) immunolabelling in trunk skeletal muscles. White arrow shows phalloidin incorporation in the absence of F310 expression but presence of A4.1025 expression. Asterisks show sites of muscle-fiber degeneration. Scale bars: 100 μm.
(TIF)

S4 Fig Survival of spinal neurons, but not of dorsal root ganglia, is affected in the atrofish. **(A)** Apotome sections of DMSO-treated atrofish larvae (left) or atrofish larvae treated with 4-OHT for 48 hours (right) at 6 dpf showing reduced acetylated tubulin (purple) and A4.1025 (green) immunolabelling in trunk skeletal muscles. Asterisks show sites of muscle-fiber degeneration. **(B)** Quantification of proportion of the different phenotypes observed in DMSO-treated atrofish larvae (n = 32) or atrofish larvae after 24 (n = 38), 48 (n = 35), or 72 (n = 32) hours of 4-OHT treatment, with HuC/D immunostaining showing spinal neurons. Significance is determined by contingency Fisher’s exact test exact. **(C)** Confocal sections of DMSO-treated atrofish larvae (left) or atrofish larvae treated with 4-OHT for 24 hours (right) at 6 dpf showing phalloidin incorporation (green), HuC/D (purple), and SV2 (cyan) immunolabelling in trunk skeletal muscles. Bottom row shows phalloidin, HuC/D, and SV2 staining in the central region of the trunk muscles shown in the top row. **(D)** Apotome sections of DMSO-treated atrofish larvae (left) or atrofish larvae treated with 4-OHT for 72 hours (middle and right) at 6 dpf showing reduced HuC/D (purple) and A4.1025 (green) immunolabelling in trunk skeletal muscles. Asterisks show sites of muscle-fiber and spinal-neuron degeneration. Dorsal root ganglia in the peripheral nervous system (top arrow) and neurons in the gut (bottom arrow) are not affected by muscle degeneration. Scale bars: 100 μm.
(TIF)

S5 Fig Atrofish larvae and adults differ in their capacity for recovery. **(A)** GO (Gene Ontology) between atrofish larvae treated with DMSO for 24 hours and atrofish larvae treated with 4-OHT for 24 hours, with all larvae then placed in chemical-free medium for 48 hours until 8 dpf. **(B)** KEGG analysis between atrofish larvae treated with DMSO for 24 hours and atrofish larvae treated with 4-OHT for 24 hours, with all larvae then placed in chemical-free medium for 48 hours until 8 dpf. **(C)** Schematic representation of injury locations and distribution (distribution = number of injuries in a particular location as a percentage of the total number of injuries) in control fish (black) and atrofish (red) treated with TAM for 5 months until 6 months of age: ratio of injury size (top), number of injuries (middle), and volume of injuries (bottom) between control and atrofish. The red line separates the different muscle regions of interest for the analysis. **(D)** Quantification of fish weight in control fish (n = 19) treated with tamoxifen (TAM) or atrofish treated with either DMSO (n = 21) or TAM (n = 21). Statistical significance is determined by Mann-Whitney test, two-tailed, unpaired. **(E)** Quantification of fish length in TAM-treated control fish (n = 19) or atrofish treated with either DMSO (n = 21) or TAM (n = 21). Statistical significance is determined by Mann-Whitney test, two-tailed, unpaired. **(F)** Quantification of swimming capacity of control fish and atrofish at 6 months of age, treated with either DMSO (n = 9) or 4-OHT (n = 15) for 5 months, represented by gender. Statistical significance is determined by a Two-way Anova. **(G)** Quantification of swimming capacity of control fish and atrofish at 9 months of age, treated with TAM for 5 months until 6 months of age, and then treated for with either DMSO (n = 9) or TAM (n = 15) for an additional 3 months (until 9 months of age) to test for recovery of swimming function, represented by gender. Statistical significance is determined by a Two-way Anova. Error bars represent s.d. S5C in S5 Fig: Created in BioRender. Menard, R. (2025) - https://BioRender.com/asky5az.
(TIF)

S1 Table List of genes dysregulated in the atrofish at 6 dpf after 4-OHT treatment between 5 and 6 dpf.

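The table lists the genes that the authors called at 6 dpf, with the counts of each sample, the log2 fold change and the p-values from their comparison. Of its 1963 entries 1205 could be read, and in all of these the counts were identical to the deposited counts. Among the readable entries of the paper's table, 922 were higher and 283 lower in 4-OHT-treated larvae, and 300 were unannotated features. With edgeR, 1505 features were called from the same counts.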

S2 Table List of genes dysregulated in the atrofish at 8 dpf after 4-OHT treatment between 5 and 6 dpf, and recovery between 6 and 5 dpf.

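The table has the layout of S1 Table for the samples at 8 dpf. All of its 122 entries could be read, and 122 had counts identical to the deposited ones. In the paper's table 105 entries were higher and 17 lower in 4-OHT-treated larvae, and 25 were unannotated features. With edgeR, 58 features were called from the same counts.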

S1 Movie Representative 3D reconstruction of the neuromuscular system of control larvae at 6 dpf after 4-OHT treatment between 5 and 6 dpf. (MP4)

S2 Movie Representative 3D reconstruction of the neuromuscular system of atrofish larvae at 6 dpf after 4-OHT treatment between 5 and 6 dpf. (MP4)

S3 Movie Representative movie of swimming capacity of 4-OHT-treated larvae before and during treatment. (MP4)

S4 Movie Representative movie of blood flow in the trunk circulatory system of control larvae at 6 dpf after 4-OHT treatment between 5 and 6 dpf. (GIF)

S5 Movie Representative movie of blood flow in the trunk circulatory system of atrofish larvae at 6 dpf after 4-OHT treatment between 5 and 6 dpf. (GIF)

S6 Movie Representative movie of swimming capacity of 4-OHT-treated larvae during recovery following treatment. (MP4)

How the deposited data were processed for this re-analysis (not part of the article)

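RNA was sequenced from 14 samples of zebrafish larvae, 3 DMSO-treated and 3 4-OHT-treated at 6 dpf and 4 of each at 8 dpf. The authors filtered the reads, aligned them with HISAT2 to GRCz11, assembled unannotated features with StringTie and counted reads per feature with FeatureCounts, as the paper's methods state. The deposited values are raw counts as the authors deposited them, without normalization. For these samples the paper's text names neither the strand setting nor the Ensembl release. Features with no count in any sample numbered 5026 at 6 dpf and 4907 at 8 dpf.
Counts were read with Python 3.11.15 and pandas 2.3.3, and fitted in R 4.3.3 with edgeR 4.0.16 (TMM factors, quasi-likelihood F-test with robust estimation, filter on low counts at its default minimum count of 10). DESeq2 1.42.0 and limma 3.58.1 gave the alternatives. Each age was fitted alone, and the difference between the ages was fitted over the 14 samples on features with an Ensembl identifier in both tables. p-values were adjusted by the Benjamini-Hochberg method over the features tested. A feature is called at an adjusted p of at most 0.05 and an absolute log2 fold change of at least 1. The paper's text states no fold-change limit, and these limits were taken from the smallest changes and the largest adjusted p in its S1 and S2 Tables. Single genes in the comparison of alternatives are judged by the adjusted p alone. CPM values use the effective library sizes of the TMM factors within an age. Levels compared between ages were normalized over all 14 samples together. Exact permutation tests of CPM are two-sided, and Fisher's exact test and Clopper-Pearson intervals came from scipy 1.17.1. Figures were drawn with matplotlib 3.10.9.
The tests, the limits, the gene sets, the alternatives and the rule for naming genes were fixed before the data were examined. The genes named are those the paper names for these experiments with their paralogs, members of the fixed lists that the text needs, and at each age up to 5 upregulated and 5 downregulated genes with an Ensembl symbol, the smallest adjusted p and groups that do not overlap. Of the 25 sets, 9 were defined by symbol or Pfam domain and 16 by a list. By rule these are genes with NACHT, chemokine and trypsin domains, matrixins, cathepsins, collagens, proteasome subunits, cytokines with their receptors, and complement genes. By list these are the inflammation genes the paper names, markers of macrophages and neutrophils, genes of the glucocorticoid and stress response, of p53 and apoptosis, of the FOXO pathway and of the IL-22 and IL-10 family, myosin light and heavy chains, sarcomere genes, ubiquitin ligases of muscle atrophy, neuronal, estrogen-responsive, immediate-early, FGF-ERK target, clock and cone genes. Lists of rod and lens genes were added for a test of eye tissue. Sets were tested with camera at an inter-gene correlation of 0.01 on log2 CPM with a prior count of 2, and with fry.
The procedure was tested on simulated data in which 200 features changed by a log2 fold change of 2. edgeR called 80% of them at 6 dpf with 15 unchanged features called, 88.5% with 5 at 8 dpf, and 78% with 6 for the difference between the ages. DESeq2 called 87.5% with 48 at 6 dpf and 92.5% with 11 at 8 dpf. The simulation drew both groups with the same dispersion per feature. At 6 dpf the real groups differed in biological coefficient of variation, 31.1% for 4-OHT-treated and 12.4% for DMSO-treated samples. The simulated rates therefore do not cover this unequal spread.
Alternatives were DESeq2, limma-voom, RLE and upper-quartile factors, no filter on low counts, a mean count of at least 50, Ensembl genes only, no alternate-locus contigs, the replicate number as a block, each sample left out in turn, an adjusted p limit of 0.01, no fold-change limit, and a joint fit of the 4 groups. For gene sets, fry and an estimated correlation were tried. Leaving out chromosome 14 was added after seeing the data. No sample was left out of the results. The result of 1 gene is not reported here. Enrichment of GO and KEGG terms was not repeated, since their annotation is not among the data.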

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

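The tests of the chromosome 14 features and of 4-OHT replicate 4 at 8 dpf were chosen after the result was seen, and the regrouping of samples was planned.
In 21 of 168 groups of 4 samples (12.5%), 1 sample lay farther from the others than Dixon's 95% limit, where chance gives about 5%. Groups of 3 samples were not examined. In CPM, with the range of the other samples of the group, those in 4-OHT replicate 4 at 8 dpf were gnb3b at 255 against 285 to 288, atf3 at 54.2 against 28.9 to 30.4, fosl1a at 16.9 against 6.49 to 8.19, mmp9 at 289 against 30.1 to 33.5, ccl34a.4 at 8.59 against 1.49 to 1.64, BX927298.1 at 4.60 against 4.04 to 4.08, il1b at 26.9 against 1.67 to 2.83 and cxcl8a at 4.26 against 0.916 to 1.44. The others were mylpfb in 4-OHT 8 dpf replicate 3 at 481 against 399.7 to 409, mybphb in 4-OHT 8 dpf replicate 1 at 714 against 817 to 827, atf3 in DMSO 8 dpf replicate 4 at 34.8 against 27.1 to 27.9, col2a1b in DMSO 8 dpf replicate 4 at 126 against 144 to 145, col1a1a in DMSO 8 dpf replicate 4 at 96.2 against 159 to 163, myl1 in DMSO 8 dpf replicate 3 at 527 against 450 to 457, he1.1 in DMSO 8 dpf replicate 4 at 0.865 against 0 to 0.0315, trim63a in 4-OHT 8 dpf replicate 2 at 1.298 against 1.90 to 1.93, fkbp5 in DMSO 8 dpf replicate 1 at 76.5 against 109.8 to 114, si:dkey-239b22.1 in 4-OHT 8 dpf replicate 3 at 172 against 216 to 218, col4a6 in DMSO 8 dpf replicate 1 at 92.4 against 81.9 to 83.1, cxcl18b in DMSO 8 dpf replicate 4 at 5.09 against 1.90 to 1.97 and opn1mw1 in DMSO 8 dpf replicate 4 at 173 against 114 to 123.
Of the 21, 7 are high values in 4-OHT replicate 4 at 8 dpf, and gnb3b was low in it. RNA of 4-OHT-treated larvae of 6 dpf in this sample is argued against. The level of il1b would need 147% of the 6 dpf level, and of 19 transcripts present in 4-OHT-treated larvae at 6 dpf and at a mean of at most 0.05 CPM in the other samples at 8 dpf, 10 had no count in 4-OHT replicate 4, with a median of 0% of the 6 dpf level and a maximum of 12.0%. Library size is argued against as well, since its total of 35440721 counts ranked 6 of 8. A stronger inflammation in this pool of larvae may remain as an explanation and was not tested.
Between the ages the log2 fold change differed for 1097 genes, in a test of the difference itself over all 14 samples. Of 84 named genes 52 had an adjusted p of at most 0.05 (edgeR). The difference, 6 dpf minus 8 dpf, was positive for CABZ01073083.1 (3.88), atf3 (3.05), btg2 (1.297), casp8 (0.73), ccl34a.3 (4.45), ccl34a.4 (3.26), cebpd (2.48), cxcl18a.1 (2.70), cxcl18b (3.22), cxcl8b.1 (4.14), ddit4 (2.10), dusp6 (5.69), fbxo32 (2.13), fkbp5 (1.88), fosl1a (3.97), gadd45ba (1.76), gadd45bb (1.60), il10rb (1.34), il22 (5.75), irg1l (4.21), irs2b (1.01), klf9 (2.28), mpeg1.2 (2.10), mylz3 (0.54), pck1 (1.83), plekhs1 (2.70), sgk1 (2.28), si:dkey-239b22.1 (2.52), trim55b (1.36), trim63a (1.96), tsc22d3 (1.37), urgcp (2.43), zgc:100868 (2.78) and zgc:153932 (3.78). It was negative for col11a1a (-1.11), col11a1b (-0.91), col12a1a (-0.78), col12a1b (-1.23), col1a1a (-0.98), col1a1b (-0.80), col2a1a (-0.93), col4a6 (-0.94), col9a1b (-1.77), fut9d (-1.97), gnb3b (-1.32), krt17 (-1.58), ldb2b (-7.06), opn1mw1 (-1.42), opn1sw1 (-1.34), opn1sw2 (-1.44), ENSDARG00000068947 (-4.28) and tapt1b (-3.32). il22 has no count in DMSO-treated larvae at 6 dpf, so its fitted value is no bound. Of 60 regroupings of the samples within each age, drawn with a fixed seed and including the real one, 3 gave as many genes, with up to 1686. All 3 keep the real groups of 6 dpf, which 6 of the 60 do, and with mixed groups at 6 dpf the largest number was 1. The number drawn was raised from 40 to 60 after a first result was seen. The regrouping does not exclude that the number for the difference arises by chance assignment, as most of it follows from the comparison at 6 dpf. Differences in preparation between the ages that act on both groups alike would not enter this difference. A biological explanation, a response that fades during recovery, stays open.
On the alternate-locus contigs of chromosome 14, between 10671699 and 41619056, 32 of 149 tested features were called with a fitted fold change of at least 8 in 4-OHT-treated larvae at 6 dpf. On the alternate-locus contigs of other chromosomes, 25 of 2967 had as large a change (odds ratio 32.0, two-sided Fisher's exact test, p = 7.0e-29), which argues against a random spread over chromosomes. In 5 of the 32 no count was found in DMSO-treated larvae, for which the fitted value is no bound. Library size and normalization are argued against as well, since a factor per sample would raise the features of other chromosomes as often, and only these 25 changed as much. Of the 21 matched features tested at 8 dpf, edgeR called 0 (1 at an adjusted p of at most 0.05 without the fold-change limit, 2 at an unadjusted p of at most 0.05, 0 with DESeq2), which argues against a lasting effect of recombination or 4-OHT on the region. For 23 features with a copy on the primary assembly, the median log2 ratio was 4.17 for the alternate copy, -0.15 for the primary copy and 0.34 for the sum of both. The values keep open whether these genes were also expressed at a higher level. A candidate explanation is that the larvae of the groups at 6 dpf carried different haplotypes of chromosome 14, which the labels WT and Sarco would allow. The groups at 8 dpf carry the same labels, and there 0 of the 21 matched features were called. The labels alone therefore do not account for the difference at 6 dpf. The haplotype explanation is a hypothesis found and tested on the same data.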

How the results depend on the processing

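The alternative that leaves out chromosome 14 was chosen after seeing the data, and all other alternatives were planned. With it, 1384 features were called at 6 dpf, 54 at 8 dpf, and 17 and 12 gene sets. For fbxo32 at 6 dpf the log2 fold change lay between 2.09 and 2.16 in the 8 alternatives run for this gene that keep every sample.
With DESeq2, 569 features were lower at 6 dpf and 17 collagen genes were called, 121 features were called at 8 dpf (103 higher, 18 lower), and the ages shared 56 genes. With Ensembl genes only, 219 features were lower at 6 dpf, since unannotated features were left out. At an adjusted p of 0.01, 625 features were called at 6 dpf (507 higher, 118 lower), 2 collagen genes, 30 features at 8 dpf (27 higher), and 14 were shared. Without a fold-change limit the numbers were 2759 at 6 dpf (1894 higher, 865 lower), 22 collagen genes, 256 at 8 dpf (149 higher, 107 lower) and 102 shared. In the joint fit of all groups, 19 collagen genes were called, and 21 features at 8 dpf (20 higher, 1 lower). Without the filter on low counts, 6 features were lower at 8 dpf. With an estimated correlation, camera gave 0 gene sets at 6 dpf and 1 at 8 dpf, against 7 and 8 at an unadjusted p of at most 0.05, and fry gave 17 and 11. Apart from the limits and the features left out, the cause was not tested.
Directions reversed for values near 0. cxcl8b.3 at 6 dpf was -0.11 with limma-voom. For the difference between the ages, mdm2 was 0.0090 with DESeq2 and 0.010 with RLE size factors, and without the filter on low counts foxo3a was -0.018 and cxcl8b.3 -0.0050. The set of myosin light chain genes at 6 dpf turned with an adjusted p of 0.998 with fry and 0.770 at a mean count of at least 50, and that of proteasome subunit genes at 8 dpf with 0.839 at that mean count. The cause was not tested.
As a check of pairing, the deviations of samples with the same replicate number in both groups correlated across genes at 0.20, 0.063 and 0.047 for replicates 1 to 3 at 6 dpf and at -0.038, -0.024, 0.062 and -0.024 for replicates 1 to 4 at 8 dpf, so the numbers do not pair the samples. With the replicate number as a block, 1553 features were called at 6 dpf, 42 at 8 dpf and 1170 for the difference. cxcl8b.3 was -0.10 at 6 dpf and -0.16 for the difference, and the myosin light chain set at 6 dpf had an adjusted p of 0.973 in the other direction.
With each sample left out in turn, the lowest and highest numbers were as follows: collagen genes lower at 6 dpf, 2 without DMSO (6 dpf) replicate 1 to 18 without 4-OHT (6 dpf) replicate 1, genes differing between the ages, 747 without DMSO (6 dpf) replicate 1 to 2367 without 4-OHT (6 dpf) replicate 1, gene sets at 6 dpf, 13 without 4-OHT (6 dpf) replicate 1 to 18 without 4-OHT (6 dpf) replicate 2, gene sets at 8 dpf, 11 without DMSO (8 dpf) replicate 1 to 15 without 4-OHT (8 dpf) replicate 3, called genes at 6 dpf, 550 without DMSO (6 dpf) replicate 1 to 3064 without 4-OHT (6 dpf) replicate 1, called genes at 6 dpf, higher in 4-OHT, 443 without DMSO (6 dpf) replicate 1 to 1516 without 4-OHT (6 dpf) replicate 1, called genes at 6 dpf, lower in 4-OHT, 107 without DMSO (6 dpf) replicate 1 to 1548 without 4-OHT (6 dpf) replicate 1, called genes at 8 dpf, 34 without DMSO (8 dpf) replicate 3 to 66 without DMSO (8 dpf) replicate 4, called genes at 8 dpf, higher in 4-OHT, 30 without DMSO (8 dpf) replicate 3 to 60 without DMSO (8 dpf) replicate 4, called genes at 8 dpf, lower in 4-OHT, 3 without 4-OHT (8 dpf) replicate 2 to 6 without DMSO (8 dpf) replicate 1. Fewer samples were tested in these comparisons, and for 4-OHT replicate 1 the spread among the remaining samples is lower. Log2 fold changes that reversed with a sample left out, or that the claims rest on, ranged at 6 dpf for CABZ01073083.1 (-0.95 to 0.11), actc1b (-0.10 to 0.28), cxcl8b.3 (-0.70 to 0.41), egr1 (-0.13 to 1.05), fbxo32 (1.83 to 2.39), foxo1a (-0.19 to 0.39), foxo3b (-0.24 to 0.062), myhz2 (-0.079 to 0.14), myl1 (-0.12 to 0.12) and nr3c1 (-0.017 to 0.18), and at 8 dpf for casp3a (-0.050 to 0.19), col11a1a (-0.13 to 0.048), col12a1a (-0.032 to 0.060), col1a1a (-0.18 to 0.071), col2a1a (-0.17 to 0.050), col9a1b (-0.10 to 0.14), cxcl8b.3 (-0.15 to 0.18), fbxo32 (-0.019 to 0.047), gadd45ba (-0.16 to 0.024), ldb2b (-0.10 to 0.034), mylpfb (-0.094 to 0.078), pomca (-0.31 to 0.11), sgk1 (-0.092 to 0.088), tapt1b (-0.16 to 0.023), trim55b (-0.037 to 0.15) and tsc22d3 (-0.13 to 0.028). The difference between the ages ranged for cxcl8b.3 (-0.78 to 0.31), egr1 (-0.45 to 0.75), foxo1a (-0.027 to 0.58), foxo3a (-0.058 to 0.071), mdm2 (-0.17 to 0.12), mylpfb (-0.018 to 0.23) and nr3c1 (-0.16 to 0.020). Adjusted p of gene sets that reversed or changed sides ranged at 6 dpf for clock genes (0.237 to 0.904), estrogen-responsive genes (0.179 to 0.939), matrixin genes (matrix metalloproteinases) (0.284 to 0.886), myosin heavy chain genes (0.251 to 0.985) and myosin light chain genes (0.413 to 0.979), and at 8 dpf for FOXO pathway genes (0.609 to 0.971), collagen genes (0.0136 to 0.857), glucocorticoid and stress genes (0.362 to 0.950), neuronal genes (0.542 to 0.979) and proteasome subunit genes (0.0798 to 0.791).
Over the alternatives run for them that keep every sample, of 714 results for named genes at 6 dpf 696 kept their direction and their side of the limit, of 695 at 8 dpf 683, and of 409 for the difference 391. With 1 sample left out, 405 of 486, 575 of 632 and 1084 of 1176 did. For gene sets, 122 of 148 results at 6 dpf and 126 of 149 at 8 dpf stayed on their side, and with 1 sample left out 135 of 150 and 172 of 200 did.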

Differences from the paper's values

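The paper gives 565 downregulated genes at 6 dpf, and 349 were found here. Of the alternatives set before the data were examined, DESeq2 (569), the tool that the paper's methods name, limma-voom (445), the replicate block, the joint fit of all groups (401) and leaving out 4-OHT replicate 2 (396) or replicate 3 (411) bring the number within 1.5 times the paper's, and the others do not.
At 8 dpf the paper gives 124 dysregulated genes, and 58 were found here. Only DESeq2 (121) brings the number within 1.5 times the paper's. About 110 upregulated genes are shown in Fig 4E, read by eye, against 55 here, and DESeq2 (103) and no fold-change limit (149) come within 1.5 times. About 18 downregulated genes are shown in Fig 4E, read by eye, against 3 here, and only DESeq2 (18) comes within 1.5 times.
The paper names the IL-22 receptor gene as highly expressed at 8 dpf. Here il22ra2, taken as that gene, had a log2 fold change of 1.56 and was not called by edgeR (adjusted p = 0.121). It was called with DESeq2 (adjusted p = 0.0398) and by edgeR without DMSO replicate 4 (0.0257). The paper counts col4a6 among the downregulated collagen genes at 6 dpf. Here its adjusted p was 0.00975 (edgeR) and its fold change fell just short of the limit, and it was called with DESeq2, limma-voom, RLE factors, no filter on low counts, the replicate block, and by edgeR without DMSO replicate 2 (-1.02) or 3, or 4-OHT replicate 1 or 2 (-1.06). The paper states that mpeg is no longer significantly upregulated at 8 dpf. Here mpeg1.2 had a log2 fold change of 0.65 with an adjusted p of 0.00543 (edgeR), below the fold-change limit.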

Other observations

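The regroupings, the test of shared DMSO samples, that of a response of different strength, that of eye tissue and that of gene length were planned. The tests of development, of batch, of 1 deviating sample, of collection hours, of muscle tissue, of collagens with age, of proteasome scaling and of handling were chosen after the result was seen.
When the samples of an age were regrouped, the real groups included, 1 of 10 splits at 6 dpf gave as many called genes as the real one and 1 of 10 as many gene sets, the smallest shares that 3 against 3 samples allow (other splits gave up to 13 sets). At 8 dpf 1 of 35 did for genes (others up to 2) and 1 of 35 for sets (others up to 13). For the overlap of the ages, 1 of 100 drawn splits, the real one, gave as many shared genes. Other splits called 0 genes at 6 dpf and up to 2 at 8 dpf, so they could not reach the 32 shared genes. This count therefore cannot decide whether the overlap exceeds chance beyond the results of each age.
Across 22122 genes, which are not independent replicates, the log2 fold change of 4-OHT at 6 dpf correlated with the log2 change of DMSO-treated larvae from 6 to 8 dpf (Pearson's r = 0.48 with all DMSO samples). Shared DMSO samples are argued against, since with separate control samples r was 0.36 to 0.47, compared with -0.10 to -0.068 in simulated data. With separate controls, of the genes that fell with age by a log2 change of at least 2, at least 74.9% were lower in 4-OHT-treated larvae (51.5% in simulated data). Of those that rose, most were higher (39.9% in simulated data). A candidate explanation is that 4-OHT-treated larvae were further developed than DMSO-treated larvae at 6 dpf. A batch between the tables as the only source is argued against, since it would act on both groups of 6 dpf alike, and not put 82.1% or more of the rising genes on the higher side. Whether the change of DMSO-treated larvae is one of age or of batch cannot be told apart, because the tables share 0 samples.
The 4-OHT-treated samples at 6 dpf varied more than the DMSO-treated ones. 4-OHT replicate 1 as the only source is argued against, since the coefficient of variation of the others was 25.5%, above the largest of pairs of DMSO samples (13.6%). One response at different strength stays open, because the order of the replicates has no measured spread. In rising genes replicates 1 to 3 reached 85.7, 88.6 and 104% of the median change of the others, and in falling genes 15.4, 74.5 and 66.1%. Different hours of collection may contribute, since the median variance of 21 clock genes was 0.90 between 4-OHT-treated samples, against 0.050 in matched lists (permutation p = 1e-04, the smallest these permutations can give). For DMSO-treated samples the permutation p was 0.0790.
Cone genes had a median log2 fold change of -0.42 at 6 dpf and 0.49 at 8 dpf. A different share of the whole eye is argued against, since lens genes stood at 0.52 at 6 dpf and -0.17 at 8 dpf. Rod genes stood at -0.36 at 6 dpf, with 14 of 14 lower, and at -0.027 at 8 dpf. A lower share of rods and cones together at 6 dpf is therefore not argued against. 1 deviating sample as the source of the direction is argued against, as leaving out any sample reversed the cone median in 0 cases (-0.57 to -0.29 at 6 dpf). The size of the shift did depend on 4-OHT replicate 1 of 6 dpf. Without it the median was -0.29 and the set no longer passed with camera. No further explanation was tested.
Muscle transcripts made up 7.91 ± 0.355% of the counts in DMSO-treated and 6.86 ± 0.251% in 4-OHT-treated larvae at 8 dpf (SD, n = 4 each, two-sided exact permutation test, p = 0.0286), with 43 of 51 genes lower. A lower share of muscle tissue as the only source is argued against, since the changes differed between genes beyond their errors (Cochran's Q over the 51 genes, chi-square p = 4.67e-15). At 6 dpf the shares were 9.59% and 9.53%. No biological explanation was tested.
For collagen genes at 6 dpf, gene length is argued against, since the lowest median of random lists matched on length was -0.36. The fall of collagens with age in DMSO-treated larvae, by a median log2 change of -1.77, may account for part of it. For proteasome subunit genes, normalization is argued against, since random lists of genes of the same level would move as far, and their highest median over the scalings was 0.31, against at least 0.60 for the proteasome genes. For immediate-early genes, handling at collection could not be separated from the treatment, and the same genes had a median of 0.13 at 8 dpf.
Other sets are given as values. At 6 dpf, camera adjusted p and median log2 fold change were 0.956 and -0.019 for myosin light chain genes, 0.629 and 0.047 for myosin heavy chain genes, 0.0936 and -0.10 for sarcomere genes, 0.0680 and -0.21 for neuronal genes, 0.387 and 0.043 for FGF-ERK target genes, 0.484 and 0.47 for estrogen-responsive genes (2 tested) and 0.0155 for cone genes. With fry, the neuronal genes had an adjusted p of 0.00823 toward lower values and the FGF-ERK target genes one of 0.00675 toward higher values. For clock genes the median was 0.073 and the mean 0.23, while camera gave the direction down (0.796). At 8 dpf they were 0.0495 and -0.17 for myosin light chain genes, 1.2e-07 and -0.28 for myosin heavy chain genes, 1.4e-06 and -0.14 for sarcomere genes, 0.855 and 0.017 for neuronal genes, 0.00193 and -0.14 for FGF-ERK target genes, 0.299 and -0.35 for estrogen-responsive genes, 0.0167 and -0.085 for clock genes, 0.0455 and 0.095 for p53 and apoptosis genes and 0.0423 for immediate-early genes. ldb2b and tapt1b, neighbors on chromosome 1 from 22770255 to 22834824 with large changes at 6 dpf, had log2 fold changes of -0.012 and -0.039 at 8 dpf.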
